# Reduced FGF9 Leads to Kidney Injury Through Regulating Renal Tubular Epithelial Cell EMT in Diabetes

**DOI:** 10.1111/jcmm.70856

**Published:** 2025-09-22

**Authors:** Wen‐qing Chen, Chengyang Sun, Xiaotan Zhang, Xunjia Ye, Yuzhen Liu, Hui‐di Wang, Lichao Liu, Danrui Li, Jingyun Wang, Meiting Shi, Fang Yang, Christoph Reichetzeder, Berthold Hocher, Xuesong Yang, Baozhang Guan, Guang Wang

**Keywords:** diabetic nephropathy, epithelial‐to‐mesenchymal transition, fibroblast growth factor 9, renal fibrosis

## Abstract

Diabetic nephropathy (DN) stands out as one of the most prevalent and severe chronic microvascular complications associated with diabetes, serving as the primary cause of end‐stage renal disease (ESRD) in developed and developing countries. However, the precise pathogenesis remains incompletely elucidated. Our study suggests FGF9 as a key gene in DN using bioinformatics analysis. We found a negative correlation between FGF9 and serum creatinine and a positive one with glomerular filtration rate in DN patients. FGF9 expression was lower in DN patients' glomeruli and tubules. High FGFR expression in renal tubular cells, along with increased α‐SMA and TGF‐β1, indicates a role for the epithelial‐to‐mesenchymal transition (EMT) process in diabetes mellitus (DM) mouse renal tubular epithelial cells. Subsequently, we modulated FGF9 in HK2 cells under different glucose conditions. The genes regulated by FGF9 were identified (LOX, HIF1α, THBS1, TGFβ2 and ITGβ1) through RNA sequencing analysis. It was suggested that FGF9 promotes the development of renal EMT probably through regulating these genes. Overall, FGF9 could be a biomarker and therapeutic target for DN.

## 1 Introduction

The global prevalence of diabetes in individuals aged 20–79 years was estimated to be 10.5% in 2021, affecting approximately 536.6 million people, with projections suggesting an increase to 12.2% (783.2 million) by 2045 [1]. Diabetic nephropathy (DN) stands as one of the most prevalent and severe chronic microvascular complications linked to diabetes and it remains the leading cause of end‐stage renal disease (ESRD) worldwide [2]. It is estimated that approximately 20%–50% of individuals with diabetes may eventually develop DN [3]. Furthermore, nearly 50% of DN patients progress to ESRD, significantly elevating the mortality risk among individuals with DN [4].

DN affects both glomeruli and tubules, with common pathological changes encompassing glomerulosclerosis and tubulointerstitial fibrosis (TIF), eventually progressing to renal sclerosis [5, 6]. TIF is characterised by the deposition of extracellular matrix (ECM) [7, 8]. A growing body of evidence supports the involvement of epithelial‐to‐mesenchymal transition (EMT) in tubular epithelial cells (TECs) in the progression of DN. During EMT, TECs undergo a transformation where they begin to express fibroblast markers and lose their epithelial characteristics [9]. This transformation ultimately leads to ECM remodelling and the development of TIF in DN. Complex interactions involving numerous growth factors, cytokines, hormones, extracellular signalling molecules and transcriptional regulators have been extensively documented in the context of EMT and fibrosis [10, 11]. Among the various factors identified, the profibrotic cytokine TGF‐β1, either alone or in conjunction with other mediators in tubular epithelial cells, serves as the primary driver responsible for inducing EMT [12, 13]. However, the molecular mechanisms underlying TIF in DN remain unclear [14].

The fibroblast growth factor (FGF) family constitutes a group of structurally similar and multifunctional signalling molecules that regulate numerous developmental, physiological and pathological processes in humans. Most of these molecules signal through the activation of four transmembrane tyrosine kinase receptors, designated FGFR1–FGFR4 [15]. While some associations of FGFs in the context of DN are known, the exact role and mechanisms of FGFs in DN remain unclear [16, 17]. Although the FGF9 subfamily is known to be critical for EMT [18] and kidney development [19], whether it plays a role in DN is still unknown. In this study, we combined mRNA sequence analysis and hub gene screening, utilising human tissue samples, a diabetic kidney injury mouse model and HK2 cell lines, to investigate the role of FGF9 in driving renal tubular epithelial EMT in DN.

## 2 Materials and Methods

### 2.1 Microarray Data Preprocessing

The microarray data was obtained from the Gene Expression Omnibus (GEO) database and includes the following datasets: GSE30528, GSE1009 and GSE47183 [20]. The GSE1009 dataset consists of samples obtained from autopsy, specifically three pairs of normally functioning renal and diabetic renal samples. The GSE30528 dataset comprises 9 renal tissue samples from DN patients and 13 renal tissue samples from control humans. On the other hand, GSE47183 consists of 7 renal tissue samples from DN patients and 14 renal tissue samples from patients who underwent tumour nephrectomy. Differential expression analysis was conducted using the limma package in R software. To identify statistically significant differentially expressed genes (DEGs), the criteria used were |logFC| ≥ 1.5 and a *p* value < 0.01. We used DAVID (https://david.ncifcrf.gov/) [21] to envision GO and KEGG pathway function enrichment analyses of DEGs.

### 2.2 Protein–Protein Interaction (PPI) Network Analysis and Hub Gene Screening

The overlapping differentially expressed genes (DEGs) from GSE1009 and GSE30528 were subjected to a protein–protein interaction (PPI) network analysis using the STRING database (https://www.string‐db.org/). To identify hub genes within the PPI network, the cytoHubba plugin of Cytoscape (version 3.9.0) was utilised. The top 15 hub genes from each of these algorithms were selected. These hub genes were then screened using the ‘UpSetR’ package to identify the common hub genes shared among the different algorithms [22]. Afterwards, the DEGs were classified into hub genes using the overlapping genes of the LASSO algorithm with the glmnet package. Subsequently, the prediction of hub genes was further validated in dataset GSE47183.

### 2.3 Human Tissue Collection

Human kidney specimens were obtained from kidney biopsies conducted at the First Affiliated Hospital of Jinan University. The specimens included normal kidney tissue from donors who had tragically passed away due to car accidents (normal group) and damaged kidney regions from patients diagnosed with diabetes (DN group, stage 5 kidney disease). Serum samples were collected from two distinct groups: healthy individuals and individuals with DN (stage 5 kidney disease). These individuals were hospitalised in the Department of Nephrology and for health check‐ups at the Physical Examination Center of the First Affiliated Hospital of Jinan University, China, during the period spanning from June 1, 2023, to October 1, 2023. The inclusion and exclusion criteria for tissue collection are listed in Table 1. This study was approved by the Ethics Committee of Overseas Hospital, Jinan University, China (approval number: KY‐2023‐222) and conducted in accordance with the Declaration of Helsinki.

**TABLE 1:** Inclusion and exclusion criteria.

Inclusion criteria Age: 20–65 years Meet diagnostic criteria for diabetes Patients with microalbuminuria and macroalbuminuria meet the diagnostic criteria for DN Obtain patient informed consent
Exclusion criteria Confirmed primary kidney disease Other systemic disorders that can lead to proteinuria Combined with cardiovascular and cerebrovascular, liver, kidney and other serious primary diseases, blood system diseases and tumours

### 2.4 Enzyme‐Linked Immunosorbent Assay (ELISA)

Two millilitre of participants' early morning fasting peripheral venous blood was collected in an anticoagulation tube, and the supernatant was taken at 1300 rpm for 15 min in a 1.5 mL EP tube and stored in a −80°C refrigerator. The FGF9 is quantified in the serum using UV spectrophotometry with a detection kit following the manufacturer's instructions (XY9H0133, XYBiotechnology, China).

### 2.5 Experimental Animal

C57BL/6J male mice utilised in this study were sourced from the Institute of Laboratory Animal Science at Jinan University in Guangzhou, China. These mice were maintained in an animal facility with controlled conditions, including a stable room temperature, humidity level (50%–60%), a 12:12 h light–dark cycle and were provided with standard food pellets and water. Eight‐week‐old mice (*n* = 7) were chosen for the induction of diabetes mellitus (DM). This was achieved by administering STZ (Sigma‐Aldrich, St. Louis, MO, USA), which was dissolved in 0.01 mol/L citrate buffer with a pH of 4.5, at a dose of 75 mg/kg body weight for three consecutive days. Blood glucose levels were monitored using the Roche Accu‐Chek Aviva Blood Glucose System (Roche, Penzberg, BY, Germany) for a duration of 7 days following STZ injection. Mice with blood glucose levels exceeding 16 mM were classified as type 1 diabetic and were raised to 16 weeks for subsequent experiments [23]. A control group comprised of normal mice that were fed normally and injected with the same volume of 0.01 mol/L citrate buffer (*n* = 10). All experimental mice were finally euthanised by cervical dislocation. The housing conditions for all mice were consistent with the previously mentioned standards [24, 25, 26, 27]. Mouse serum was collected by cardiac puncture before the mice were killed under anaesthesia. Metabolic cages were used to collect 24‐h urine from mice. Blood samples were centrifuged for 10 min at 1000 rpm and blood serum creatinine was determined using an automatic biochemistry analyser (Roche Diagnostic Systems, cobas8000 c702, Japan). Urine microalbumin concentration was measured using a kit from the Jiancheng Institute of Biotechnology (EO38‐1‐1, Nanjing, China) following standard protocols.

All research involving the use of animals in this study was performed by the procedures of the Ethical Committee for Animal Experimentation, Jinan University.

### 2.6 Histology

16‐week‐old mouse kidneys, representing both control and DM groups, were fixed in 4% paraformaldehyde at 4°C for 24 h. Subsequently, the specimens underwent a series of processing steps, including dehydration, clearing in xylene and embedding in paraffin wax. The paraffin‐embedded specimens were then sliced into 5 μm sections using a rotary microtome (Leica, Germany). These sections were subjected to various staining techniques, including haematoxylin and eosin (H&E) staining, periodic acid Schiff (PAS) reaction staining, Masson's trichrome dye staining (Masson staining) and immunohistochemical staining (Table S2). To determine the extent of collagen deposition and fibrosis in renal tissue, we established a mesangial matrix index. This index was statistically determined from measurements of previously reported kidney sections stained with periodic acid‐Schiff dyes [28] and the relative area of areas stained positively by Masson. The relative area of positive staining was analysed on at least five randomly selected images (each image magnified 40 times) from three independent samples per group. Quantification of the staining was carried out using Image J and Image Pro Plus software, providing a reliable method for assessing the histological characteristics and alterations in the kidney tissue sections.

### 2.7 Cell Culture and Gene Transfection

HK2 cells (Human renal tubular epithelial cells) were procured from the Chinese Academy of Sciences Cell Bank (Shanghai, China). These HK2 cells were cultured in DMEM/F‐12 (Dulbecco's Modified Eagle Medium/Nutrient Mixture F‐12) from Gibco (Gaithersburg, MD, USA), supplemented with 5.5 mM glucose, 10% fetal bovine serum obtained from ExCell Bio, 100 U/mL of penicillin and 100 μg/mL of streptomycin. The cells were maintained in a humidified incubator at 37°C with 5% CO_2_ and cultured in six‐well plates at a concentration of 1 × 10^6^ cells/mL. They were subjected to 50 mM glucose (designated as the High Glucose group, HG) treatment [26]. For gene transfection, the HK2 cells were transfected using a control vector (NG) or FGF9‐overexpressing lentivirus vector (HG + OE‐FGF9) and si‐FGF9 (5′‐CUAUGUUGCAUUAAAUAAATT‐3′) with the assistance of lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) [26, 29]. 

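The strand printed for si-FGF9 ends in a TT overhang, and its other 19 bases read CTATGTTGCATTAAATAAA when written as DNA. FGF9 lies on the plus strand of chromosome 13 of GRCh38, from 21671383 to 21704498. In the transcripts of GENCODE release 29, the 19-base sequence was found in 2 of the 3 annotated FGF9 transcripts. Among the 206694 transcripts searched on both strands, 0 transcripts of other genes held it, and sites with mismatches were not searched. The target extends from 21701294 to 21701312 on chromosome 13. In the FGF9 transcript of 4220 bases it takes up positions 1016 to 1034, in exon 3 of 3 exons, and it begins at base 486 of the 624 bases annotated as coding sequence before the stop codon. The transcript reads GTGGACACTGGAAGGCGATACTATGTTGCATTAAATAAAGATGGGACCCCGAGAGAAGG around it. In the other FGF9 transcript that holds the target, of 784 bases, the target is at positions 246 to 264 of exon 2, and no coding sequence is annotated.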

The transfection procedure was conducted following the manufacturer's instructions.

### 2.8 RNA Sequencing Analysis

Whole‐genome gene expression analysis was conducted in HK2 cells from four groups: NG, si‐FGF9, HG and HG + OE‐FGF9. Total RNA was extracted using TRIzol and cDNA samples were sequenced using a HiSeq3000 sequencing system (Illumina). Transcriptome sequencing experiments were performed by Meiji Biomedical Technology Co. Ltd. (Shanghai, China). RNA sequencing (RNA‐seq) data were deposited in the National Center for Biotechnology Information GenBank (BioProject ID: GSE265918).

### 2.9 Transwell Migration/Invasion Assay

1 × 10^5^ HK2 cells, including control cells or transfected cells, were suspended in 100 μL of serum‐free medium. The choice of either the control or HG microenvironment was made for the cells in the inserts. The subsequent steps of the protocol were carried out in accordance with a previously published report [30].

### 2.10 Wound Healing Assay

5 × 10^5^ HK2 cells, including control and transfected cells, were seeded in 6‐well plates with either a control or high‐glucose (HG) microenvironment until they formed a confluent monolayer. Scratches were created in the monolayer using a 200 μL pipette tip, and cell migration was recorded at 0 and 48 h. Each treatment group was analysed in at least three wells, and images were captured using a Nikon Eclipse Ti‐U inverted microscope (Nikon Eclipse Ti‐U, Japan).

### 2.11 RNA Isolation and RT‐qPCR Analysis

Total RNA was extracted from human kidney tissue, mouse kidney tissue and HK2 cells using a Trizol kit from Invitrogen (USA), following the manufacturer's instructions. Subsequently, first‐strand cDNA was synthesised, resulting in a final volume of 20 μL, using an iScriptTM cDNA Synthesis Kit from BIO‐RAD (USA). Following reverse transcription, PCR amplification of the cDNA was conducted, following previously established protocols [31, 32]. SYBR Green quantitative PCR (qPCR) assays were performed using a PrimeScriptTM RT reagent kit from Takara (Japan). The specific primer sequences used in these assays were detailed in Table S1. The reverse transcription and amplification reactions were carried out using Bio‐Rad S1000TM thermal cycler equipment (Bio‐Rad, USA) and ABI 7000 thermal cyclers, respectively. To normalise the qRT‐PCR data, 18S ribosomal RNA was used as an internal reference. RT‐qPCR experiments were representative of findings from at least three independent experiments.

### 2.12 Western Blot Analysis

Total proteins were extracted from kidney tissues or HK2 cells using CytoBuster protein extraction reagent from Millipore (USA). The amount of total protein was measured using the BCA Protein Assay Kit (Thermo). For each Western blot analysis, equal amounts of total protein from each group were separated by 8%–12% SDS‐PAGE (sodium dodecyl sulphate‐polyacrylamide gel electrophoresis) and subsequently transferred electrically onto a PVDF membrane. The membrane was blocked with TBST (Tris‐buffered saline with 0.05% Tween 20, pH 7.4) containing 5% skim milk for 1 h at room temperature. Subsequently, the membrane was incubated with primary antibodies overnight at 4°C. The primary antibodies used were as follows: FGF9 (1:1000, Santa Cruz, sc‐398730, CA), α‐SMA (1:1000, Abcam, ab5694, UK), TGFβ1 (1:1000, Proteintech, 21898–1‐AP, USA), E‐cadherin (1:1000, DSHB, USA) and β‐actin (1:10000, Proteintech, USA). After three washes with TBST, the membrane was incubated with an appropriate secondary antibody (1:3000) for 2 h at room temperature. The detailed information on antibodies can be found in Table S3. Both primary and secondary antibodies were diluted with TBST. The blots were visualised under a Tennant Gel Imaging System using an ECL kit (WBKLS0500, Millipore), and the intensity of the bands was analysed using ImageJ software. WB results presented in the study were representative of findings from at least three independent experiments.

### 2.13 Data Analysis

In all experiments, we followed rigorous practices, conducting each experiment at least in triplicate for robust and reliable results. We employed a blinded outcome assessment to reduce potential bias in data interpretation. Coefficients of variation (CVs) were calculated for triplicate values in each experiment, and a grand mean CV was determined. We used SPSS 23.0 for statistical analyses and GraphPad Prism 9 for creating charts. Statistical significance was determined using paired *T*‐test or one‐way analysis of variance (ANOVA) followed by the Least‐Significance‐Difference test. Data presentation included mean ± SD or median with the interquartile range. Pearson's chi‐square tests compared rates between control and experimental data, with a significance level of *p* < 0.05 indicating statistical significance [33, 34, 35]. All animal experiment statistics data and the exact value of n are presented in Data S1.

## 3 Results

### 3.1 FGF9 Emerged as a Prominent Hub Gene in DN

To identify the differentially expressed genes (DEGs) between DN and normal human kidney tissues, we conducted an analysis of two independent RNA‐seq datasets (GSE30528 and GSE1009). The results revealed 266 differential genes in GSE30528 and 627 differential genes in GSE1009 (Figure 1A,B), with 90 DEGs common to both datasets (Figure 1C). To gain insights into the biological processes and pathways associated with these key DN genes, we performed functional enrichment analysis. The top 10 enriched terms in GO functional enrichment included positive regulation of cell migration, cell adhesion/migration, plasma membrane, extracellular region/space and protein binding across different processes (Figure 1D–F). Additionally, KEGG pathway analysis implicated the PI3K‐Akt signalling pathway, pathways in cancer, ECM‐receptor interaction, AGE‐RAGE signalling pathway and complement and coagulation cascades in DN pathophysiology (Figure 1G).

**FIGURE 1:**
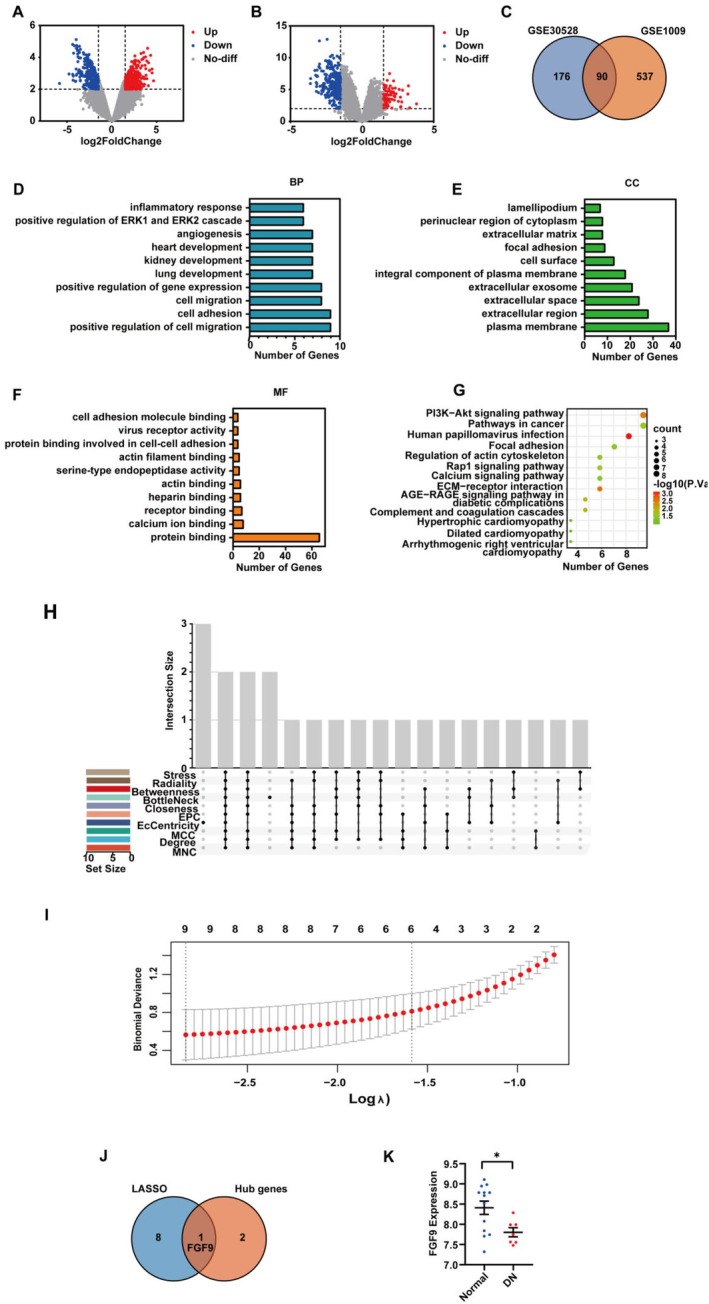
DEGs screening and bioinformatics analysis. (A, B): A volcano plot (significance vs. fold change) showing the DEGs (|logFc| ≥ 1.5 and *p* value < 0.01) in kidney between the controls and DN patients in GSE30528 and GSE1009 datasheets. (C) Identification of common DEGs in GSE30528 and GSE1009 datasheets. (D–F) Classifications of identified DEGs based on GO functional annotation. (G) Functional enrichment analyses of KEGG pathways. (H) Protein–Protein Interaction Network Analysis and hub Gene Screening based on Cytoscape and UpSetR software. (I) Candidate diagnostic biomarkers identified using the LASSO logistic regression algorithm. (J) Venn diagram showing the overlaps in the candidate diagnostic biomarkers identified using the LASSO logistic regression algorithm and ten algorithms of cytoscape. (K) FGF9 mRNA level verified in kidney between the controls and DN patients in GSE47183 datasheet. BP, Biological Process; CC, Cellular Component; CON, Control; DN, Diabetic nephropathy; MF, Molecular Function. *p < 0.05. Illustration in J was plotted by https://www.bioinformatics.com.cn (accessed November 10, 2023), an online platform for data analysis and visualisation. Illustration in C was created with TBtools and H was created with https://sangerbox.com.

We conducted a comprehensive analysis of the common DEGs using the STRING online database (with a score threshold > 0.4) and Cytoscape software (Figure 1H). We employed the cytoHubba plugin within Cytoscape, applying 10 randomly selected algorithms (MCC, MNC, EPC, Degree, BottleNeck, Closeness, EcCentricity, Radiality, Betweenness and Stress) to score each node gene. The top 15 hub genes were identified using each algorithm, and ultimately, we pinpointed three hub genes (WT1, VEGFA and FGF9) using the ‘UpSetR’ package (Figure 1H).

In order to discover genetic features, a total of 90 genes in DEGs were included in the model constructed by the LASSO regression algorithm; only FGF9 is also a hub gene screened by Cytoscape (Figure 1I,J–L). Therefore, FGF9 has been identified as a potential diagnostic marker for DN. Subsequently, we also confirmed FGF9 expression utilising the GSE47183 dataset (Figure 1K) (Table S4).

### 3.2 FGF9 Expression Is Reduced in the Serum and Kidney Tissues of Patients With DN

To investigate the potential correlation between decreased FGF9 and DN, we examined the relationship between FGF9 expression and DN in a cohort of 51 healthy individuals and 49 DN patients, assessing their clinical and laboratory characteristics (Table 2). Through ELISA, we observed significantly lower serum FGF9 levels in DN patients compared to normal individuals. Furthermore, FGF9 exhibited a substantial decrease in kidney biopsy tissue from DN patients. Correlation analysis presented in Table 3 revealed that serum FGF9 expression exhibited a negative correlation with serum creatinine (*r* = −0.303, *p* < 0.001) levels, while it was positively correlated with estimated glomerular filtration rate (eGFR) (*r* = 0.243, *p* = 0.006). Immunohistochemical staining indicated that FGF9 expression was decreased both in renal glomeruli and tubules in the DN patients (Figure S1; Table S5). These collective findings suggest that FGF9 expressed in the kidney likely plays a crucial role in the development of DN, and low FGF9 expression may indeed serve as a risk factor for the progression of DN.

**TABLE 2:** Clinical and laboratory characteristics of the study population.

Variables	Total (*n* = 128)	Normal (*n* = 64)	DN (*n* = 64)	*p*
Sex, *n* (%)				< 0.001***
Female	80 (62)	53 (83)	27 (42)	
Male	48 (38)	11 (17)	37 (58)	
Age	46 (30.75, 59)	30.5 (24, 42)	58.5 (50, 64)	< 0.001***
GLU	5.12 (4.67, 7.9)	4.68 (4.5, 4.88)	7.9 (7, 9)	< 0.001***
ALT	15 (10, 23.25)	12 (10, 19.25)	19 (11, 26.25)	0.003**
AST	16 (14, 20)	15 (14, 18.25)	19 (14, 25)	0.005**
ALB	42.65 (36.6, 45.95)	45.75 (44.08, 47.8)	36.6 (33.7, 40.12)	< 0.001***
TG	0.98 (0.72, 1.52)	0.77 (0.66, 1)	1.46 (0.96, 1.9)	< 0.001***
TC	4.5 (3.69, 5.24)	4.66 (4.2, 5.13)	3.97 (3.26, 5.33)	0.032*
HDL	1.32 (0.99, 1.57)	1.5 (1.38, 1.72)	0.99 (0.84, 1.25)	< 0.001***
LDL	2.41 ± 0.78	2.58 ± 0.5	2.23 ± 0.96	0.014*
URIC	330.7 (275.75, 391.3)	291.5 (269.5, 336.25)	381.15 (313, 442.8)	< 0.001***
BUN	5.95 (4.5, 17.82)	4.6 (3.58, 5.2)	17.91 (8.72, 23.69)	< 0.001***
CREA	73.4 (47.63, 627)	47.55 (42.38, 54.28)	627 (333.68, 866.08)	< 0.001***
eGFR	99.19 (11.45, 125.38)	125.44 (119.44, 134)	11.2 (5.58, 47.95)	< 0.001***
FGF9	240.01 (193.46, 295.74)	263.98 (209.68, 310.79)	235.18 (191.41, 271.4)	0.026*

*Note:* Differences between the groups were compared with the Mann–Whitney *U* test or chi‐square test or Fisher's exact test.

Abbreviations: ALB, albumin; ALT, alanine aminotransferase; AST, aspartate aminotransferase; BUN, blood urea nitrogen; CERA, creatinine; DN, Diabetic nephropathy; eGFR, estimated glomerular filtration rate; FGF9, fibroblast growth factor 9; GLU, glucose; HDL‐c, high‐density lipoprotein cholesterol; LDL‐c, low‐density lipoprotein cholesterol; TC, serum total cholesterol; TG, triglyceride; UA, uric acid.

* *p* < 0.05.

** *p* < 0.01.

*** *p* < 0.001.

**TABLE 3:** The significant correlations between FGF‐9 and clinical indices in DN patients.

Variables	FGF9	
	*r*	*p*
GLU	−0.209	0.018*
ALT	−0.104	0.244
AST	−0.028	0.756
ALB	0.255	0.004**
TG	−0.244	0.005**
TC	0.078	0.38
HDL	0.133	0.135
LDL	0.115	0.196
URIC	−0.173	0.05
BUN	−0.155	0.081
CREA	−0.303	< 0.001***
eGFR	0.243	0.006**

*Note:* Partial correlation analysis was performed between GLU, ALT, AST, ALB, TG, TC, HDL‐c, LDL‐c, UA, eGFR, BUN, CREA and FGF9.

* *p* < 0.05.

** *p* < 0.01.

*** *p* < 0.001.

### 3.3 The FGF9‐FGFR Signalling Pathway Was Suppressed in a Mouse Model of Diabetic Kidney Injury

To further research the mechanism between FGF9 and the development of DN, we examined the expression levels of FGF9 and FGFRs in a diabetes mouse model (DM group) induced by STZ injection (Figure 2A). Subsequently, we assessed the rise in blood glucose and changes in renal function, and observed morphological changes in glomeruli and tubules, demonstrating that hyperglycaemia leads to significant ultrastructural alterations in the kidneys (Figure 2B–E) (Table S6). The serum creatinine (Figure 2C) and urine microalbumin (Figure 2D) of diabetic mice were increased. Diabetic mice displayed augmented mesangial matrix, as indicated by PAS staining (Figure 2F). Masson staining revealed an increased collagen area in renal interstitial tissue of diabetic mice compared to normal control mice (Figure 2G). Collectively, these findings confirm the successful establishment of a DM mouse model. Furthermore, we assessed FGF9 expression through immunohistochemistry, RT‐qPCR and Western blot, all of which consistently showed a significant decrease in FGF9 levels in the kidneys of diabetic mice (Figure 2H–L). These results further support the establishment of a diabetic kidney injury mouse model, aligning with FGF9 expression levels in DN patients.

**FIGURE 2:**
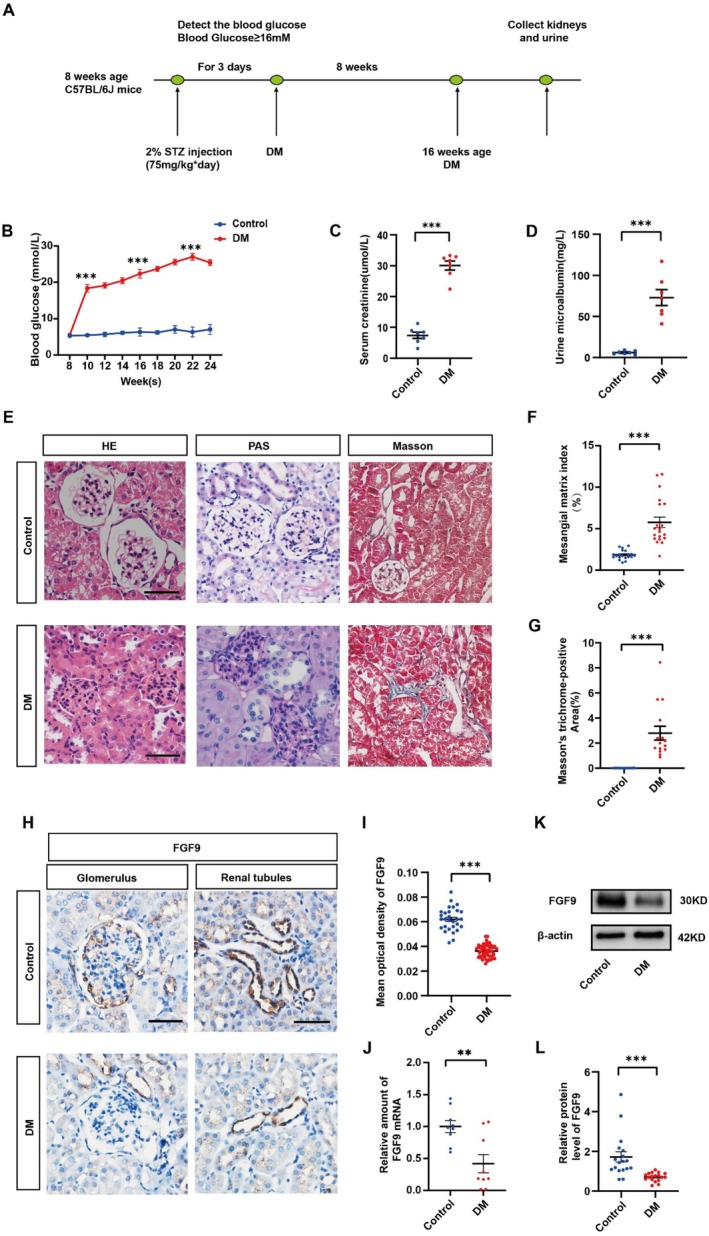
Microstructures, renal function and FGF9 expression in kidney of Control and DM mouse model. (A) Schematic illustration of the establishment of STZ‐induced DM mouse model. (B) Graph showing blood glucose levels at week 8–24 weeks following STZ administration among C57BL/6J mice. (C, D) The bar charts showing the Serum creatinine (C) and Urine microalbumin (D) among Control and DM mice. (E) Representative micrographs of H&E, PAS and Masson stained renal glomeruli and tubules from Control and DM mice. (F–G) The bar charts showing the Bowman's space (F) and Masson positive area (G) among Control and DM mice. (H) FGF9 immunohistochemical staining on the cross‐sections of kidney from Control and DM mice. The panels show FGF9 expression in renal glomerulus and tubule respectively. (I) Bar chart showing the comparison of mean optical density values of FGF9 immunohistochemical staining between Control and DM mice. (J–L) RT‐qPCR and Western blot data showing the mRNA and protein expression levels of FGF9 in kidney of Control and DM mice. Scale bar = 50 μm in C; 50 μm in F. *p < 0.05, **p < 0.01, ***p < 0.01.

Additionally, we examined the expression of FGFRs in the diabetic kidney injury mouse model. FGFR1‐4 were primarily expressed in tubular epithelial cells rather than in the glomeruli of diabetic kidney injury mice (Figure 3A–E) (Table S7). Immunohistochemical analysis revealed an upregulation in the expression of FGFR1, while the expression of FGFR2 and FGFR3 exhibited a decrease, which closely paralleled the observed FGF9 expression pattern.

**FIGURE 3:**
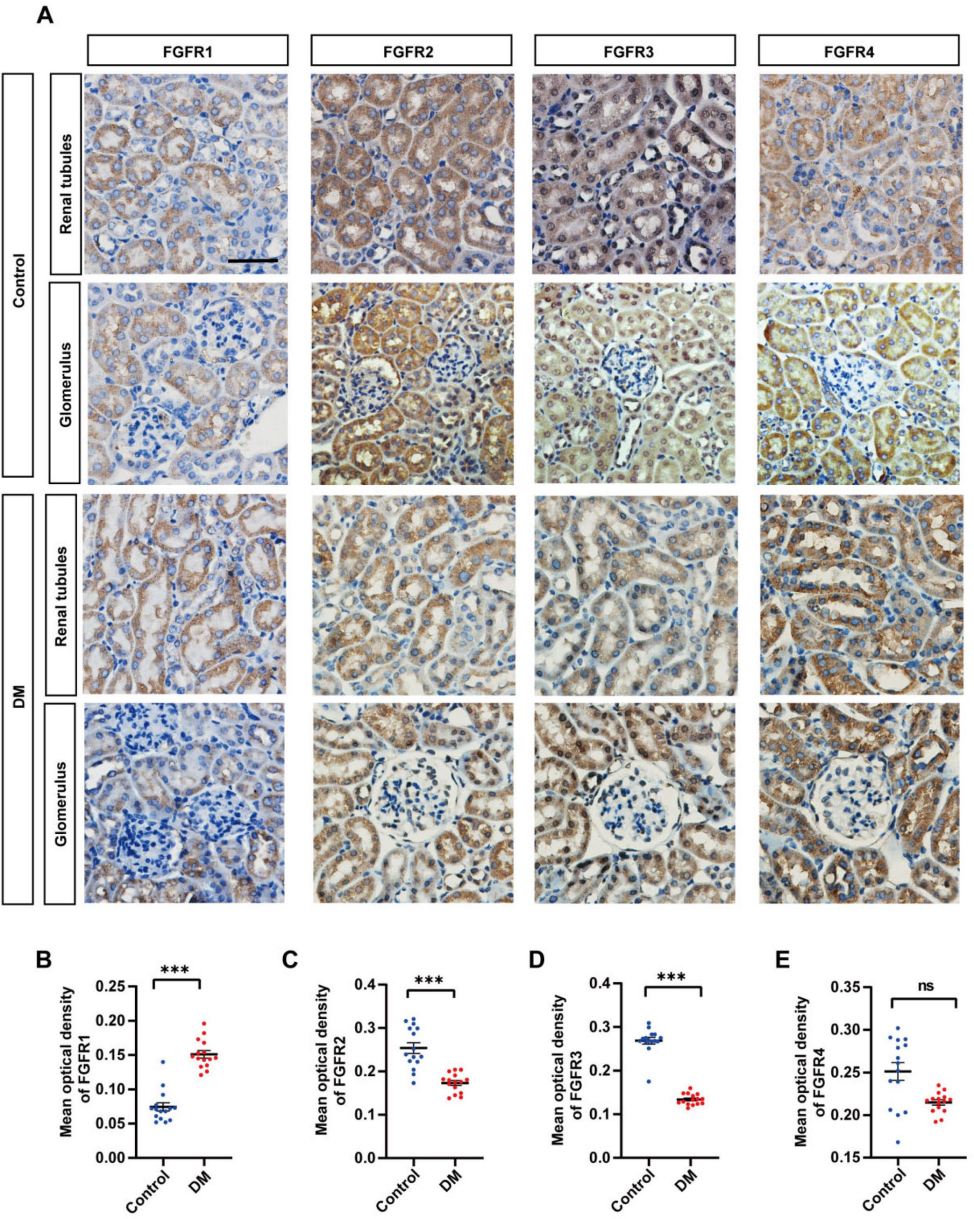
FGF receptors expression in renal tubule of Control and DM mouse model. (A) FGFR1, FGFR2, FGFR3 and FGFR4 immunohistochemical staining on the cross‐sections of kidney from control and DM mice. (B–E) The bar chart showing the comparison of mean optical density values of FGFR1‐4 immunohistochemical staining between renal tubule of Control and DM mice. Scale bar = 50 μm in A. ***p < 0.01; ns = no significance.

### 3.4 FGF9 Was Involved in the EMT of Renal Tubular Epithelial Cells

Renal tubular cells are often the primary targets of kidney injury, with some undergoing the EMT process and transforming into activated myofibroblasts. This transformation constitutes a crucial mechanism driving the progression of renal fibrosis [36, 37, 38]. Thus, we investigated the EMT process in renal tubular epithelial cells. Western blot results indicated an increase in α‐SMA and TGF‐β1 levels, while E‐cadherin exhibited a decrease in kidneys of diabetic mice (Figure 4A–D). Immunohistochemical analysis revealed an upregulation of α‐SMA in the diabetic kidney injury model (Figure 4E,F) (Table S8). These findings collectively suggest the occurrence of fibrosis and EMT in the kidney.

**FIGURE 4:**
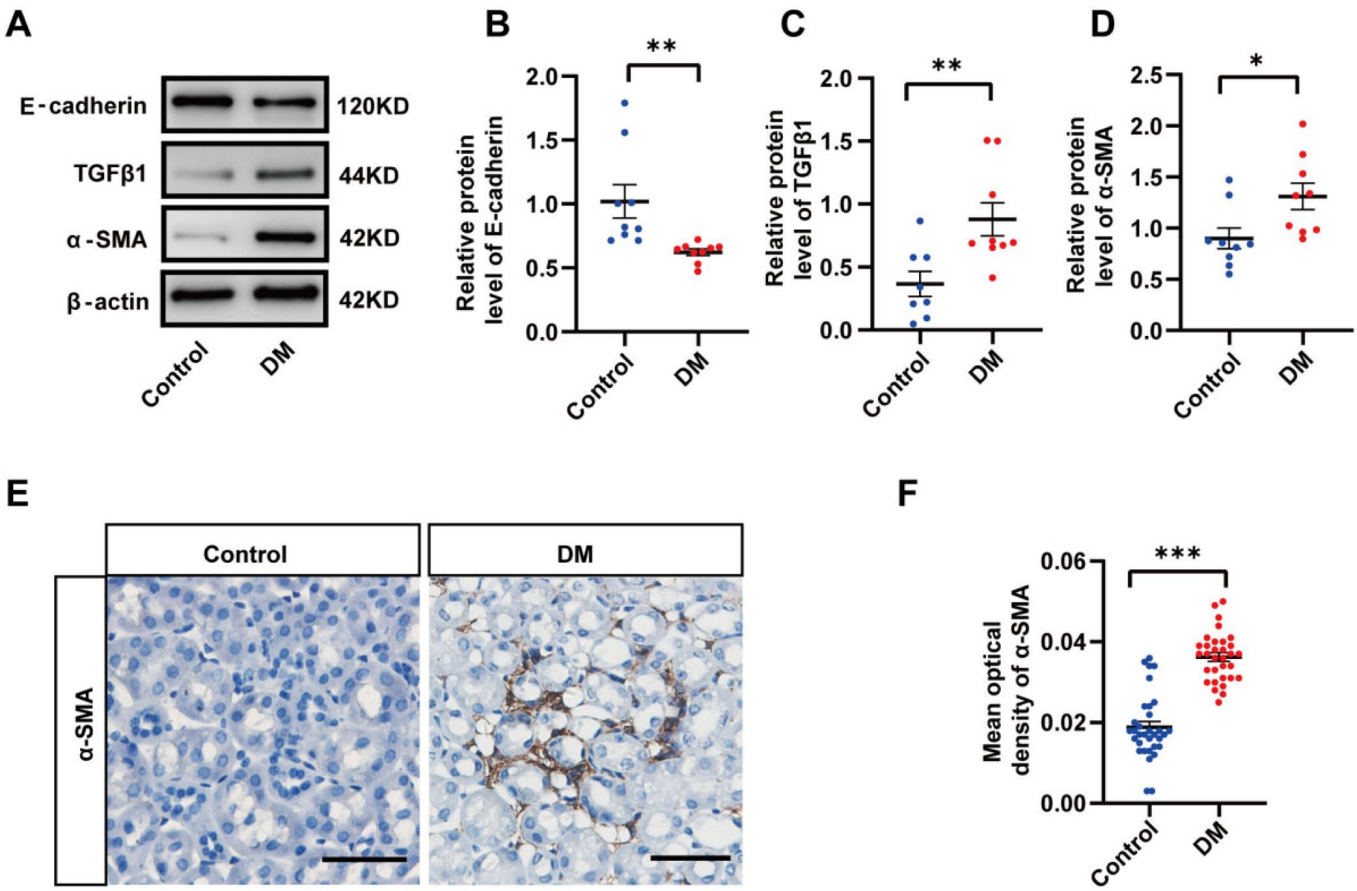
Renal interstitial fibrosis and profibrotic‐associated proteins in Control and DM mouse model. (A) Western blot showing the E‐cadherin, TGF‐β1 and ɑ‐SMA protein expression levels in kidney of Control and DM mice. (B) Immunofluorescent staining for ɑ‐ SMA from Control and DM mice. (F) Bar charts showing ɑ‐SMA mean optical density values between renal tubule of Control and DM mice. (A–D) Scale bars = 50 μm in A. *p < 0.05, **p < 0.01, ***p < 0.001.

To further substantiate FGF9's role in the EMT of renal tubular epithelial cells, we manipulated its expression in both 50 mM mannitol (NG) and high glucose (HG) microenvironments. This was achieved using FGF9‐specific siRNA to suppress its expression and FGF9‐overexpressing adenovirus vectors (HG + OE‐FGF9) to increase its expression in human kidney proximal tubular cells (HK2). Our results demonstrated that FGF9 suppression and HG exposure enhanced cell invasion (Figure 5A,B) and migration ability (Figure 5C,D) compared to the NG group, while the overexpression of FGF9 reversed the invasion and migration of HK2 cells in the HG microenvironment when compared to the HG group. Similarly, we investigated the EMT process in HK2 cells. Western blot results indicated an increase in α‐SMA and TGF‐β1 levels, while E‐cadherin exhibited a decrease in the si‐FGF9 group (Figure 5E–J) (Table S9). These findings collectively suggest the occurrence of fibrosis and EMT in the si‐FGF9 group.

**FIGURE 5:**
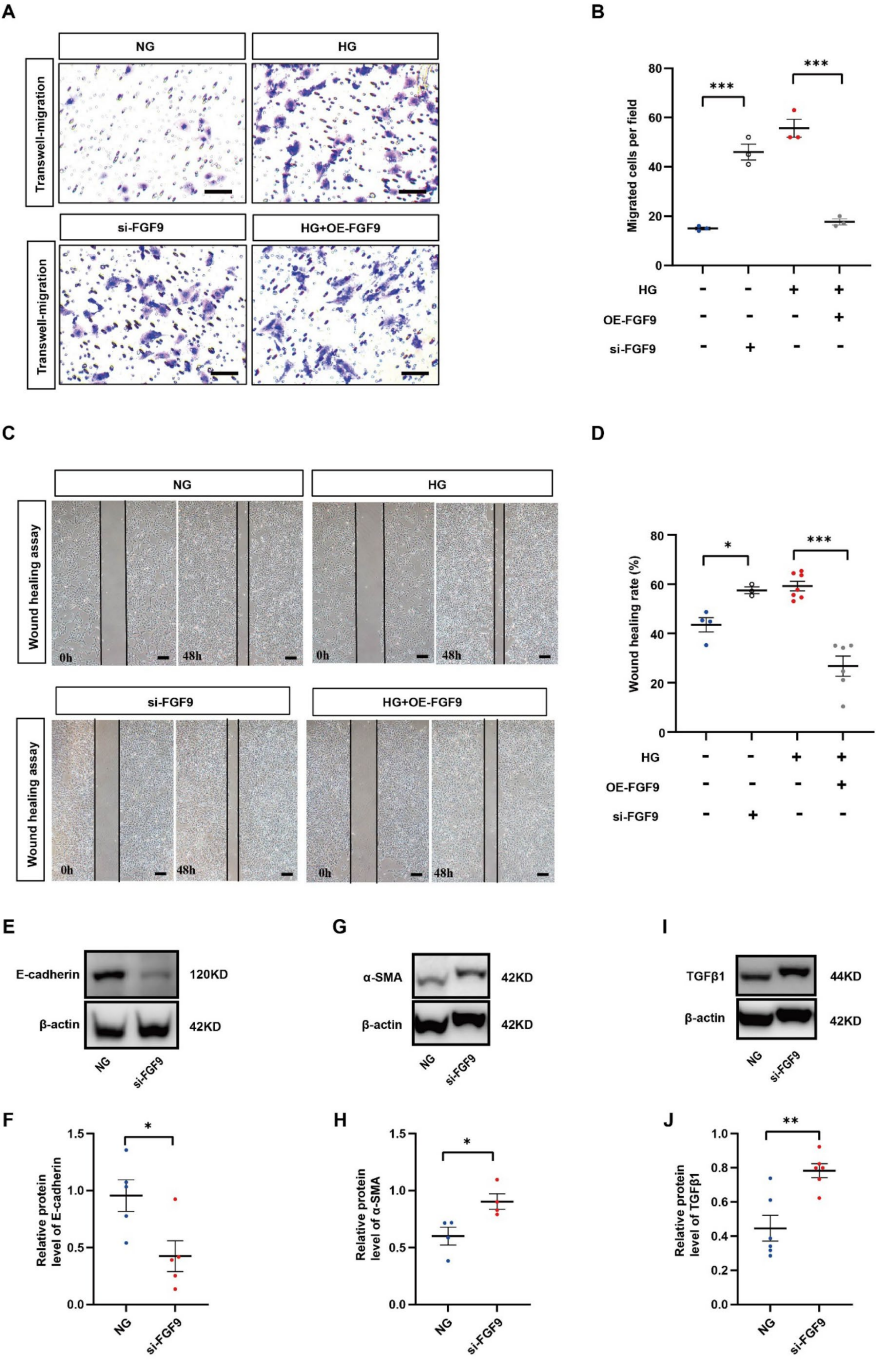
Assessments of cell invasion and migration in HK2 cells. (A, B) Representative images (A) and bar chart (B) of transwell migration assays of HK2 cells with negative control, High glucose (HG) and HG + FGF9‐overexpression vectors after 48 h of incubation. (C, D) Representative images (C) and bar chart (D) of wound healing assays of HK2 cells at 48 h from the above four groups. (E–J) Western blot showing the E‐cadherin (E–F), α‐SMA (G–H) and TGF‐β1 (I–J) protein expression levels in HK2 cells of NG and si‐FGF9. Scale bars = 100 μm in A. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.5 Reduced FGF9 Leads to the Upregulation of EMT‐Related Genes Under NG or HG Microenvironment

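RNA of HK2 cells, an immortalised cell line from the human proximal tubule, was sequenced in 12 libraries, 3 in each of 4 groups. The NG and si-FGF9 groups were kept in 5.5 mM glucose, and the HG and HG + OE-FGF9 groups in 50 mM glucose. NG cells received a control vector. The text of the paper describes no non-targeting siRNA for these cells, so that si-FGF9 versus NG includes any effect of the siRNA transfection itself. It names no vector for the HG cells. HG versus NG may therefore include an effect of the control vector, and HG + OE-FGF9 versus HG an effect of receiving a vector. The authors deposited TPM (transcripts per 1000000 transcripts) for each Ensembl gene. TPM are scaled to the same sum within each library, so that the depth of the libraries is unknown and no count test was possible. The aligner, the quantification tool and the gene annotation are not named in the text of the paper. Between 11549 and 13949 genes per library had a TPM of at least 1. Differences were tested with limma on log2(TPM + 1) over the 14639 genes with a TPM of at least 1 in 3 or more libraries, with all 12 libraries in one fit. Fold changes are on this log2(TPM + 1) scale, which understates the change of genes with low values. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1. FGF9, the gene targeted in 2 of the groups, was listed at a TPM of 0 in all 9 libraries of the NG, HG and si-FGF9 groups. In the HG + OE-FGF9 libraries its TPM was 3.34, 4.03 and 3.82, and these 3 values lay above those of the HG libraries (limma, Benjamini-Hochberg adjusted p = 1.88e-06). A difference in FGF9 among the other 3 groups was therefore not detectable, and the labels of NG and si-FGF9 could not be checked against the targeted gene.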

To further investigate why the HG suppresses FGF9 and then affects the EMT of renal tubular epithelial cells, we employed RNA sequencing to identify the genes regulated by FGF9. We performed differential analysis between the above four groups: HG versus NG (Figure 6A), si‐FGF9 versus NG (Figure 6B) and HG + OE‐FGF9 versus HG (Figure 6C). 

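Of the 14639 genes tested, 3570 had a log2 fold change of at least 1 in either direction and an unadjusted p under 0.01 between HG and NG in limma, with 242 higher and 3328 lower in HG. All 3570 had a Benjamini-Hochberg adjusted p under 0.05. Between si-FGF9 and NG there were 6966 such genes, 785 higher and 6181 lower in si-FGF9. Between HG + OE-FGF9 and HG there were 821, of which 430 were higher and 391 lower, and 731 of them had an adjusted p under 0.05. The median log2 fold change of all genes tested was -0.39 in HG, -0.79 in si-FGF9 and -0.13 in HG + OE-FGF9. When the libraries were scaled by the median of ratios, the numbers of higher and lower genes were 760 and 1694 in HG, 2203 and 3269 in si-FGF9, and 509 and 275 in HG + OE-FGF9.

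Fold changes followed the GC content of the genes and, in the opposite direction, the length of their longest transcript. Spearman's rho with length was -0.44 for HG versus NG, -0.42 for si-FGF9 versus NG and -0.30 for HG + OE-FGF9 versus HG. Across 14191 genes, which are not independent replicates, Spearman's rho between GC content and log2 fold change was 0.64 for HG versus NG, 0.57 for si-FGF9 versus NG and 0.29 for HG + OE-FGF9 versus HG. In the tenth of genes with the lowest GC content, the median log2 fold change was -1.22, -1.79 and -0.36 in these comparisons, against 0.30, 0.20 and 0.05 in the tenth with the highest. A correction for GC content in each library, chosen after the data were seen, left 970, 3452 and 739 differentially expressed genes, of which 536, 1751 and 430 were higher and 434, 1701 and 309 lower, and adding gene length to the correction left 749, 2817 and 693. The number for HG + OE-FGF9 versus HG also depended on single libraries, with 435 genes without HG + OE-FGF9 replicate 2 and 1498 without replicate 3. For HG versus NG it was 2240 without HG replicate 2.

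**Figure D1:**
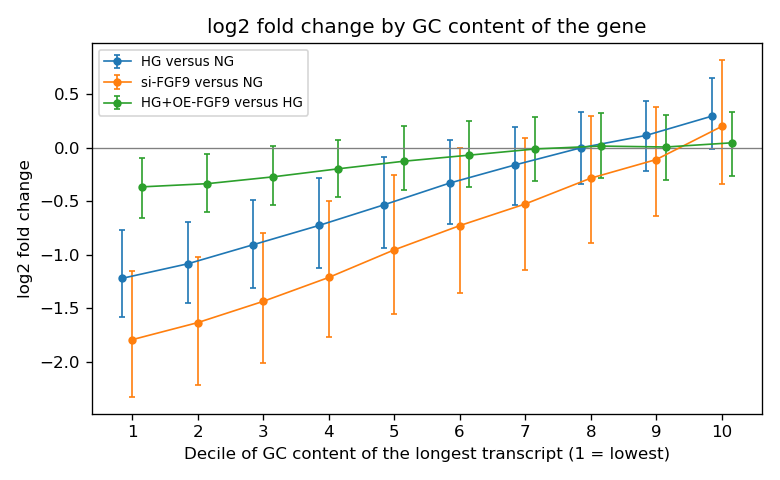
Median log2 fold change (points) and interquartile range (bars) of genes grouped into 10 bins by the GC content of their longest GENCODE transcript, for the 3 comparisons. The medians for HG versus NG run from -1.22 in bin 1 to 0.30 in bin 10.

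The genes with the largest fold changes are given among those that also had an adjusted p under 0.05, a symbol, a mean TPM of at least 1 and no overlap between the groups. The largest of these decreases in HG were in FOS, EGR1 and ITGB1P1. FOS had a TPM of 259.6 ± 14.1 (SD, n = 3) in NG and 2.84 ± 3.52 in HG, and EGR1 132 ± 1.63 in NG and 0.613 ± 0.319 in HG. By the same rule EGR1, FOS and FOSB decreased most in si-FGF9, with log2 fold changes of -6.67, -5.58 and -5.35. ITGB1P1 is a processed pseudogene of ITGB1, so that reads of one could have been assigned to the other. It was listed at 0 in every library outside NG. The largest of these increases in HG were in SNORA18, listed at 0 outside HG, in ARAP1-AS1, an antisense gene, and in the pseudogene TMLHEP1. In si-FGF9 they were in the ribosomal protein pseudogenes RPL3P4 and RPL22P1 and in CAPN12, at 1069 ± 192, 243 ± 62.3 and 117 ± 10.1 TPM. The pseudogene values are uncertain for the same reason. In HG + OE-FGF9, the small nuclear RNAs RNU4-2, RNU4-1 and RNVU1-18 increased most by this rule, at 1488 ± 842, 496 ± 285 and 602 ± 534 TPM, and RPL39P34, SNORA18 and H4C12, which decreased most, were each listed at 0.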

The genes that satisfy both |log2Fold Change| ≥ 1 and *p* value < 0.01 with biological significance were selected as differentially expressed genes. Afterwards, the three overlapping differential genes were screened again, thus further screening the downstream target genes after FGF9 intervention. 

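The lists of differentially expressed genes in HG versus NG and si-FGF9 versus NG shared 3420 genes, and each of the 3420 changed in the same direction in both. These comparisons use the same NG libraries, so that a difference of all 3 NG libraries from the other groups would enter both. In 100 simulations of unchanged groups against shared control libraries, the overlap had a median of 1 gene and reached 37 at most. In the 53 simulations with an overlap, 100% of the shared genes also changed in the same direction, so that the shared direction is no evidence beyond the overlap itself. The HG + OE-FGF9 versus HG list shared 176 genes with HG versus NG and 330 with si-FGF9 versus NG. All 3 lists had 170 genes in common. The simulated groups gave at most 5, but their lists were short, with a median of 15 genes for HG versus NG. They therefore cannot show whether lists as long as the real ones share more genes than chance gives. Of the 170, 149 were lower in all 3 comparisons and 4 were higher in all 3. Another 5 rose in HG and si-FGF9 and fell in HG + OE-FGF9, and 12 did the opposite. The number in common depended on single libraries, with 78 genes without HG + OE-FGF9 replicate 1, 557 without HG + OE-FGF9 replicate 3 and 483 without HG replicate 2. It was 89 when each comparison was fitted on its own 6 libraries. After the correction for GC content it was 61, and 32 of these were among the 170. The balance of directions also depended on the scaling. Of these 61 genes, 26 were lower and 22 higher in all 3 comparisons. With median-of-ratios scaling 72 were lower and 27 higher of 111, and with quantile normalization 81 lower and 29 higher of 124. The balance depended on single HG libraries as well. Without HG replicate 3, 82 were lower and 1 higher in all 3 of 157, and without HG replicate 2, 471 and 6 of 483.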

As shown in (Figure 6D), 49 common target genes could be screened.

**FIGURE 6:**
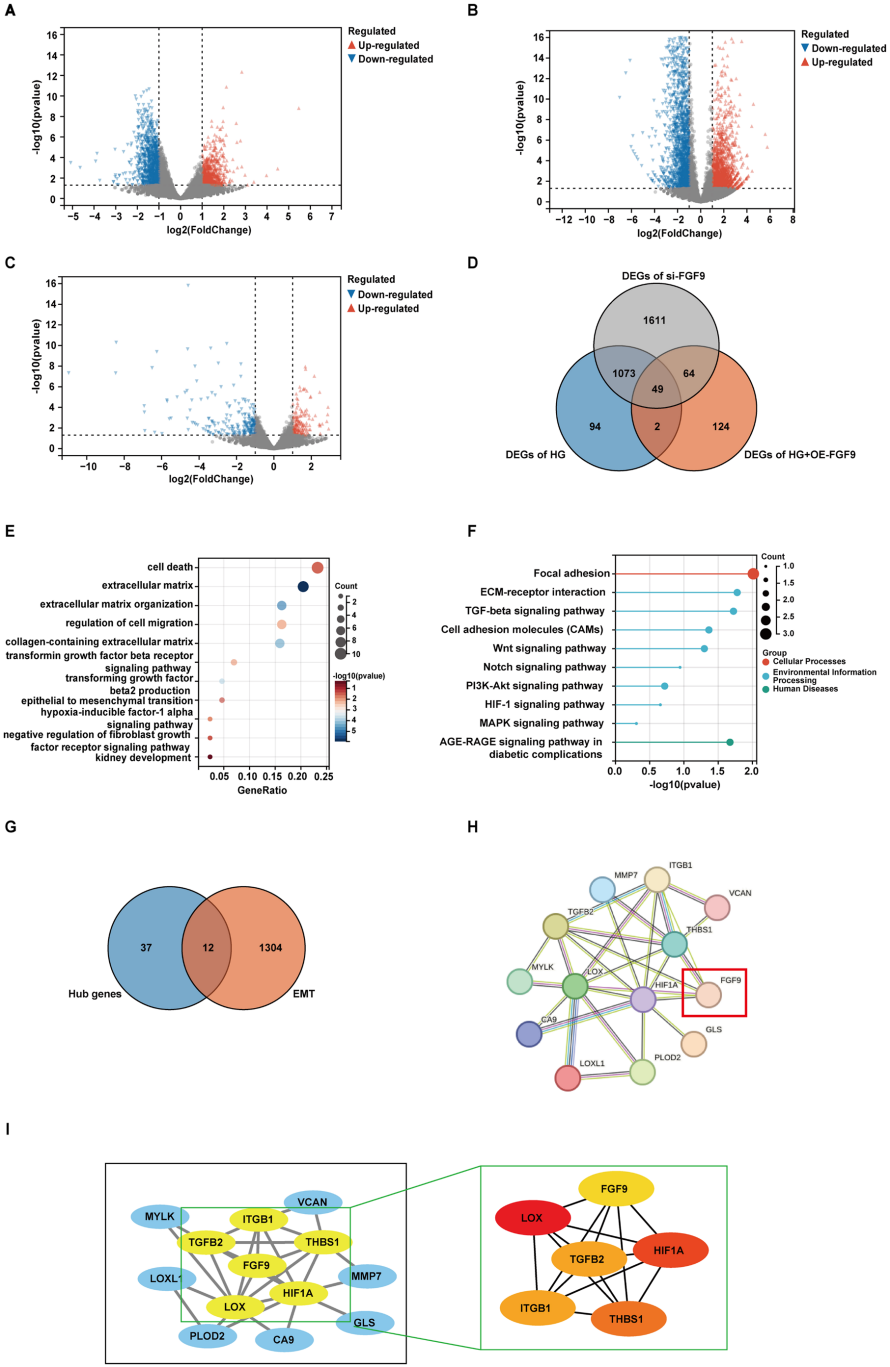
RNA sequencing analysis on renal fibrosis‐related differentially expressed genes in HK2 cells. (A–D) The volcano plot of DEGs with consistency from HG versus NG (A), si‐FGF9 versus NG (B) and HG + OE‐FGF9 versus HG (C). Venn diagram of the DEGs of three combinations (D). (E, F) GO annotation and KEGG pathway enrichment analysis. (G) Intersection of differentially expression genes in HK2 cell of FGF9 knock down and EMT‐related genes. (H) The protein interaction network of the potential relationship between FGF9 and DN‐EMT‐related core targets. (I) FGF9 and topological analysis of DN‐EMT related genes.

GO and KEGG analyses of the 49 target genes showed that the target genes were mainly involved in biological processes such as kidney development, cell migration, extracellular matrix, etc. (Figure 6E). KEGG pathway enrichment was mainly enriched in the TGFβ signalling pathway, ECM‐receptor interaction and cell adhesion molecules (Figure 6F). To further understand the relationship between FGF9‐related target genes and EMT, a total of 1316 were identified in the EMT gene database (http://dbemt.bioinfo‐minzhao.org/download.cgi) and the molecular characterisation database v7.1 (http://www.broadinstitute.org/gsea/msigdb/index.jsp) of EMT‐related genes (ERGs). Forty‐nine target genes were localised to ERGs to identify DEGs of FGF9‐associated EMT in DN, resulting in 12 ERGs (Figure 6G).

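All 12 ERGs drawn in Figure 6H were among the genes tested. In HG versus NG, 10 of them were lower and differentially expressed, and CA9 and LOXL1 were higher without reaching a log2 fold change of 1. In si-FGF9 versus NG the same 10 were lower, CA9 was higher (log2 fold change 1.57) and LOXL1 rose by less (0.54). All 12 were lower in HG + OE-FGF9 than in HG, 10 of them as differentially expressed genes. The Benjamini-Hochberg adjusted p from limma was under 0.05 for 12, 12 and 10 of the genes in the 3 comparisons, and for 12, 12 and 12 when adjusted over the list alone. The study chose the list on these samples, so neither set of numbers is independent evidence. Of the 12 ERGs, 8 passed the criteria in all 3 comparisons.

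Among the ERGs outside the core panel, the TPM of MMP7 was 148 ± 20.0 (SD, n = 3) in NG, 48.9 ± 27.5 in HG, 30.8 ± 5.34 in si-FGF9 and 8.38 ± 4.99 in HG + OE-FGF9. CA9 had 40.9 ± 1.93 TPM in NG, 88.7 ± 45.4 in HG, 124 ± 12.2 in si-FGF9 and 21.4 ± 3.21 in HG + OE-FGF9. One library set the CA9 result in HG, where replicate 3 had 38.84 TPM against 99.66 and 127.74, and without it the log2 fold change was 1.44 in place of 0.94. The GC content of the 12 genes ran from 34.4% in PLOD2 to 67.6% in LOXL1. With the correction for GC content, MMP7 and PLOD2 no longer passed the criteria in HG versus NG (log2 fold changes -0.77 and -0.68), nor did MMP7 in si-FGF9 versus NG (-0.77, against -2.23 without the correction).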

Subsequently, FGF9 and 12 ERGs above were imported into the String database to generate a PPI network (Figure 6H). Core PPI network modules were obtained using MCODE. The results showed that FGF9 was in the core module, suggesting that FGF9 might be related to these genes. We speculated that the five genes in the core panel, LOX, HIF1α, THBS1, TGFβ2, ITGβ1, might be involved in the diabetes‐induced downregulation of FGF9 to promote the development of renal EMT (Figure 6I). 

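The core genes LOX, HIF1A, THBS1 and ITGB1 were lower in HG and in si-FGF9 than in NG, as was TGFB2. LOX lies on chromosome 5 of GRCh38 from 122063195 to 122078360. Its TPM was 169 ± 12.9 (SD, n = 3) in NG, 57.7 ± 11.6 in HG, 41.9 ± 4.74 in si-FGF9 and 24.0 ± 2.28 in HG + OE-FGF9. The log2 fold change in HG versus NG was -1.55 (standard error 0.16, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00022), and all 3 HG libraries lay below all 3 NG libraries. HIF1A (chromosome 14, 61695513 to 61748259) decreased from 468 ± 50.6 TPM in NG to 111 ± 93.7 in HG and 39.0 ± 11.8 in si-FGF9. THBS1 (chromosome 15, 39581079 to 39599466) decreased from 103 ± 0.415 to 35.3 ± 16.5 and 24.9 ± 4.68. ITGB1 (chromosome 10, 32900319 to 33005792) decreased from 721 ± 73.8 to 176 ± 96.8 and 90.6 ± 32.5, with the limit that its reads could be shared with its pseudogenes. The log2 fold changes of these 3 genes were -2.43, -1.62 and -2.20 in HG and -3.59, -2.03 and -3.05 in si-FGF9, and the adjusted p was at most 0.0028 in each. The number of core genes with an adjusted p under 0.05 was 5 in both comparisons, and also 5 when adjusted over these genes and FGF9 alone. The study chose the core genes on these samples, so these numbers are not independent evidence.

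In HG + OE-FGF9 versus HG, LOX and THBS1 had log2 fold changes of -1.22 and -1.70 (adjusted p = 0.0011 and 0.0061 from limma with Benjamini-Hochberg adjustment). HIF1A and ITGB1, at -1.14 and -1.35, did not pass the criteria (adjusted p = 0.16 and 0.084). The HIF1A values of the HG libraries were 78.35, 37.16 and 216.03 TPM. Without HG replicate 2 both passed, at -1.73 and -1.84, and without HG replicate 3 they were at -0.48 and -0.95. The core genes have a GC content of 36.4% to 45.6%. After the correction for GC content all 5 were still lower in both comparisons with NG, with a median log2 fold change of -1.16 in HG and -1.48 in si-FGF9, but LOX no longer passed the criteria (-0.50 in HG and -0.40 in si-FGF9).

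**Figure D2:**
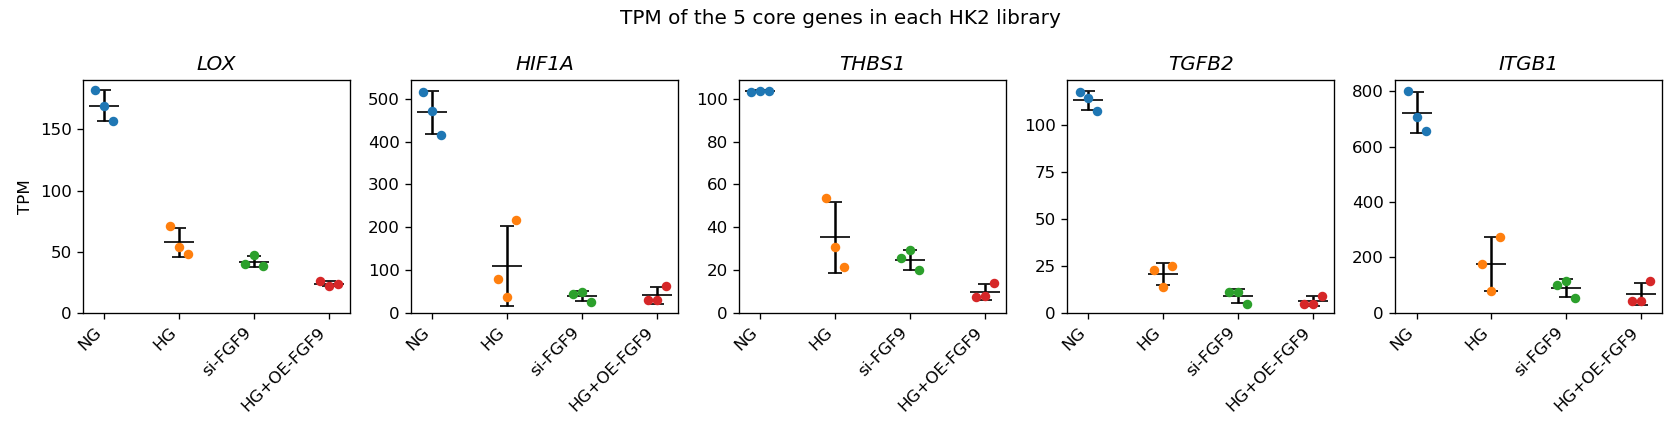
TPM of the 5 core genes in the 12 HK2 libraries. Each point is 1 library, the horizontal line is the mean of the 3 libraries of a group and the bar is the SD. In each panel the 3 NG libraries lie above the other 9.

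The paper intersects the 3 lists with EMT-related genes, places the products in an interaction network and finds FGF9 in its core module, from which it proposes that FGF9 may be related to these genes. It also proposes that the 5 genes may be involved in how a decrease of FGF9 acts on renal EMT.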

The TGFβ pathway is now recognised as the most important signalling pathway in the transdifferentiation of renal tubular epithelial cells. Figure 6I shows that FGF9 may be associated with TGFβ2. Therefore, we speculate that FGF9 plays an important role in promoting the development of diabetic renal interstitial fibrosis and that FGF9 promotes diabetic tubular transdifferentiation through the FGF9‐TGFβ signalling pathway.

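TGFB2 lies on chromosome 1 of GRCh38 from 218346235 to 218444619. Its TPM was 113 ± 5.12 (SD, n = 3) in NG, 20.7 ± 5.90 in HG, 8.94 ± 3.79 in si-FGF9 and 6.39 ± 2.51 in HG + OE-FGF9. The log2 fold change was -2.44 in HG versus NG (standard error 0.33, adjusted p = 0.00062), -3.61 in si-FGF9 versus NG (adjusted p = 7.42e-06) and -1.57 in HG + OE-FGF9 versus HG (adjusted p = 0.0127), from limma with Benjamini-Hochberg adjustment. In each of the 3 comparisons, no library of one group overlapped with the other group (exact permutation test, two-sided p = 0.1, the smallest possible). Leaving out each library in turn gave -2.59 to -2.19 in HG versus NG and -1.83 to -1.42 in HG + OE-FGF9 versus HG. With the correction for GC content, the log2 fold changes were -1.35, -1.99 and -1.25, and TGFB2 still passed the criteria in all 3 comparisons.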

In order to verify whether LOX, HIF1α, THBS1, TGFβ2, ITGβ1 would be altered accordingly under the condition of high glucose and FGF9 alteration, we measured the expression of the six genes mentioned above in four groups of HK2 cells: NG, HG, si‐FGF9 and HG + OE‐FGF9. The mRNA levels of the above genes were elevated in the HG and si‐FGF9 groups, while they were decreased in the HG + OE‐FGF9 group. It was further verified that high glucose led to the down‐regulation of FGF9, which further led to the elevation of LOX, HIF1α, THBS1, TGFβ2 and ITGβ1, thereby promoting the development of renal EMT (Figure 7A–F) (Table S10). These data were also validated in kidney tissue of diabetic mice (Figure 7G) (Table S11). Furthermore, we have also confirmed that LOX is upregulated in the si‐FGF9 group at the protein level (Figure S1).

**FIGURE 7:**
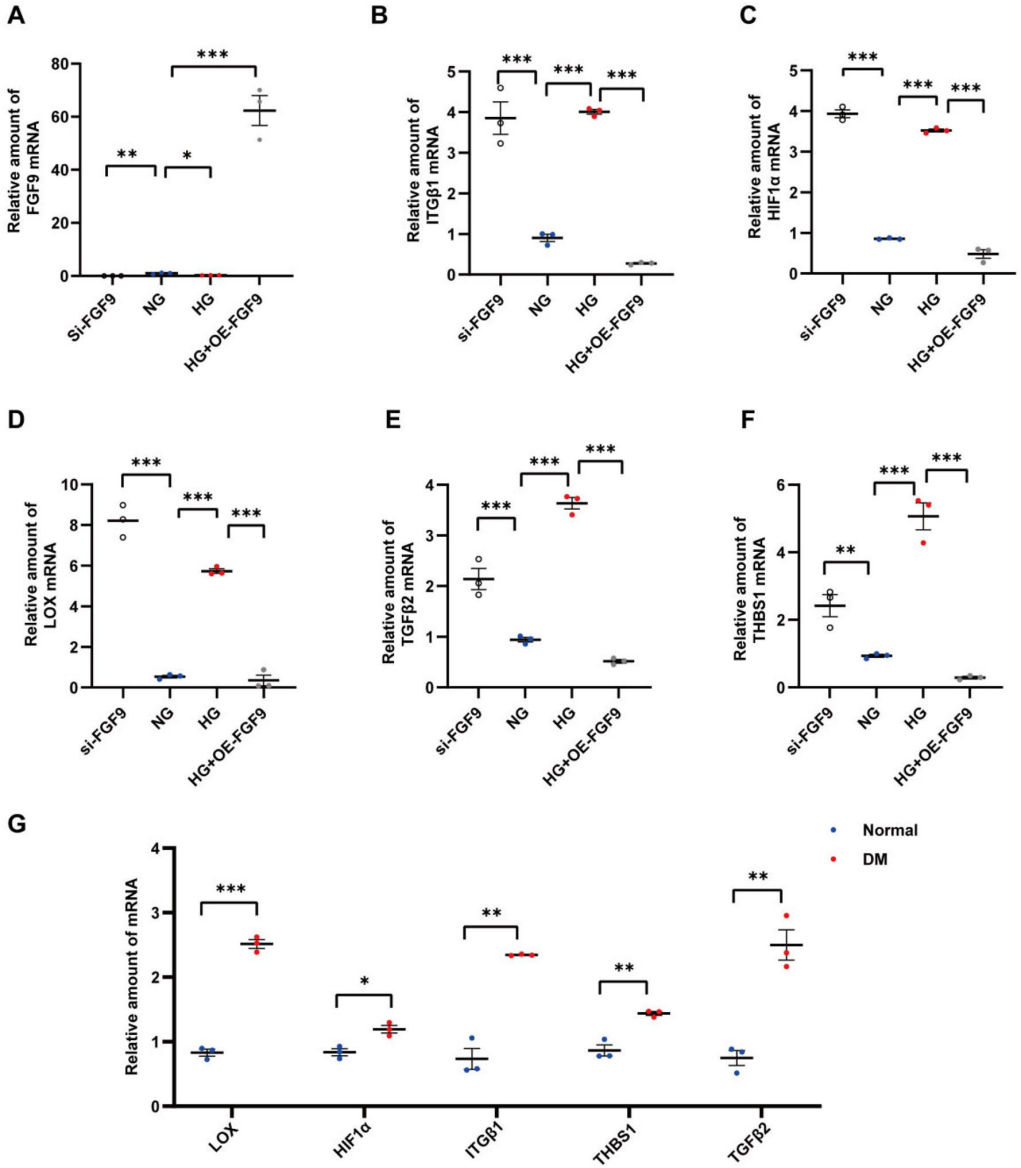
RT‐qPCR data show the relative expressions of EMT related genes at mRNA level in HK2 cell and kidney tissues of the diabetic mouse model. (A–F) mRNA levels of FGF9, ITGβ1, LOX, TGFβ2, THBS1 and HIF1α were assessed in four groups (NG, si‐FGF9, HG and HG + OE‐FGF9) of HK2 cells. (G) mRNA levels of LOX, HIF1α, THBS1, TGFβ2 and ITGβ1were assessed in kidney tissues from Control and diabetic (DM) mice.

## 4 Discussion

In this study, we conducted a screening of DEGs in DN patient samples using the updated GEO database. The DEGs were subjected to analysis through GO annotation and KEGG pathway enrichment. The results indicated the involvement of cell migration, along with related cell components and molecular functions, in DN pathogenesis. The identification of hub genes was performed through PPI analysis, Cytoscape and the ‘UpSetR’ package. Ultimately, FGF9 emerged as a key candidate based on bioinformatics methodologies. While some previous studies have analysed hub genes associated with DN and suggested that FGF9 might be one of them [39], our study integrated data from multiple RNA sequencing databases, allowing us to focus more specifically on the role of FGF9.

FGF9, a key player in various pathophysiological processes including platelet production [40], bone development, nervous system development [41], kidney development [42] and tumorigenesis [43]. However, its mechanisms in DN remain elusive. Previous studies have hinted at the down‐regulation of FGF1 and FGF9, indicating a weakened antioxidant capacity in DN, rendering the kidney susceptible to oxidative stress injury [44]. Therefore, our first objective was to unravel the expression pattern of FGF9 in kidney tissues of both control and DN patients. In our experiments, we first verified that FGF9 was decreased in both serum and kidney tissues of DN patients. FGF9 is primarily secreted by a variety of cell types, including fibroblasts, chondrocytes, osteoblasts, neuronal cells and other cell types. These cells can produce and release FGF9 in different tissues and organs, and we speculate that the reduced secretion of FGF9 from kidney cells and the reduced release into the circulation in the presence of high glucose may be roughly responsible for further renal fibrosis. At the same time, FGF9 in serum was negatively correlated with blood creatinine and positively correlated with estimated glomerular filtration rate, which provides the possibility of assessing the disease progression and severity by the expression level of FGF9 in serum in the future.

The FGF9 subfamily, consisting of FGF9, FGF16 and FGF20, shares a substantial amino acid sequence similarity of 62%–73% [45, 46]. This subfamily exhibits a high degree of sequence homology between humans and mice [47, 48]. The expression patterns of FGF9 in both humans and mice corroborate RNA sequence data, reinforcing the notion that FGF9 plays a significant role in DN. Moreover, FGF9 predominantly activates FGFR3c > 2c > 1c, 3b ≫ 4 [17], and given the high expression of FGFR2 and FGFR3 in renal tubules, we propose that the suppression of FGF9 might play a pivotal role in renal tubular epithelial cells during DN through FGFR2 and FGFR3.

While albuminuria has traditionally been associated with glomerular damage induced by diabetes, it is increasingly recognised that the renal tubule interstitium also plays a crucial role in the pathogenesis of DN [49], with the EMT process being a key contributor. FGF9 has been reported to mediate EMT in tumour cells. For instance, FGF9 activates FAK, AKT and ERK signalling pathways to induce EMT, thereby promoting lung cancer tumorigenesis and liver metastasis [50]. Additionally, downregulation of miRNA‐214 in gastric cancer results in increased FGF9 expression, thereby promoting the EMT process in gastric cancer cells, ultimately enhancing their migration and invasion abilities in vitro [51]. However, FGF9 exhibits varied responses to EMT in different cells, such as suppressing metastasis in renca cell‐derived renal tumours [52]. In our study, through manipulated FGF9 expression, we confirmed FGF9's involvement in the EMT of renal tubular epithelial cells using Transwell and Wound Healing assays. Specifically, low FGF9 expression in HK2 cells mimicked a high glucose‐like experimental phenotype, leading to increased cell migration and invasion abilities. Conversely, FGF9 overexpression in a high glucose environment inhibited cell migration and invasion. These results underscore the significant role of FGF9 in renal tubular EMT and its potential as a future target for the prevention and treatment of DN.

To delve deeper into the mechanisms underlying the impact of FGF9 suppression or overexpression on EMT, we conducted RNA sequencing analysis in HK2 cells. The results suggest that LOX, HIF1α, THBS1, TGFβ2, and ITGβ1 may be involved in the diabetes‐induced downregulation of FGF9, thus promoting the development of renal EMT. The regulation of HIF‐1 in the diabetic kidney is cell type‐dependent. In tethered cells, high glucose levels increase the expression of HIF‐1α and its target gene ADAM17, thereby accelerating renal fibrosis [53, 54]. ITGβ1 serves as a crucial ECM receptor and is the most abundantly expressed β‐integrin subunit in the kidney [55]. It plays a pivotal role in the regulation of renal structure and function [56]. Recent studies have shown that inhibiting ITGβ1 expression counteracts the TGF‐β1‐induced EMT process in renal tubular epithelial cells and obstructs renal fibrosis in unilateral ureteral obstruction (UUO) mouse models [57]. Serum LOX has been proposed as a potential diagnostic biomarker for renal fibrosis [58]. Upregulation of LOX has been linked to ECM cross‐linking and the progression of renal fibrosis in ischemia–reperfusion injury (IRI) mouse kidneys. Targeting LOX with its inhibitor BAPN significantly reduces IRI‐induced ECM over‐cross‐linking by inhibiting its expression and activity, thereby mitigating renal fibrosis [59]. Previous studies have demonstrated that THBS1 binds to CD47 to promote acute kidney injury (AKI), and blocking THBS1 signalling by CD47 alleviates renal interstitial fibrosis [60]. TGFβ is a key driver of fibrosis. Systemic delivery of CAT‐152, a neutralising anti‐TGF‐β2 antibody, has been shown to reduce the incidence of pathogenic fibrosis in the kidney during the acute phase of DN [61].

In conclusion, our study has revealed a decrease in FGF9 expression within renal tubular cells during DN, as evidenced by comprehensive analyses spanning bioinformatics, clinical samples, animal models and cellular experiments. Moreover, we have established that reduced FGF9 expression primarily facilitates the EMT via FGFR2–3. Our study suggests that FGF9 could be a candidate biomarker and therapeutic target for DN in the future.

## 5 Limitations

To ascertain the viability of FGF9 as a biomarker for DN, it is imperative to conduct future prospective studies with larger sample sizes. Moreover, validating the therapeutic potential of FGF9 for DN could be achieved through targeted overexpression in renal tubules using diabetic mouse models. Furthermore, it is worth exploring whether FGF9 plays a role in other cell types, such as immune cells, which necessitates further investigation.

## Author Contributions

**Wen‐qing Chen:** data curation (equal), formal analysis (equal), investigation (equal), methodology (equal), writing – original draft (equal). **Chengyang Sun:** data curation (equal), formal analysis (equal), investigation (equal), methodology (equal), writing – original draft (equal). **Xiaotan Zhang:** data curation (equal), formal analysis (equal), investigation (equal), methodology (equal), writing – review and editing (equal). **Xunjia Ye:** data curation (equal), formal analysis (equal), investigation (equal), methodology (equal), writing – review and editing (equal). **Yuzhen Liu:** methodology (equal). **Hui‐di Wang:** investigation (supporting), methodology (supporting). **Lichao Liu:** investigation (supporting), methodology (supporting). **Danrui Li:** investigation (supporting), visualization (supporting). **Jingyun Wang:** investigation (supporting), visualization (supporting). **Meiting Shi:** methodology (equal). **Fang Yang:** supervision (supporting), validation (supporting). **Christoph Reichetzeder:** supervision (equal), validation (equal). **Berthold Hocher:** validation (equal), visualization (equal). **Xuesong Yang:** validation (supporting), visualization (supporting). **Baozhang Guan:** funding acquisition (equal), project administration (equal), supervision (equal). **Guang Wang:** funding acquisition (equal), project administration (equal), resources (equal), supervision (equal).

## Ethics Statement

This study was approved by the Ethics Committee of Overseas Hospital, Jinan University, China (approval number: KY‐2023‐222) and conducted in accordance with the Declaration of Helsinki.

## Consent

The authors have nothing to report.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** FGF9 expressions in human kidney tissues. (A) FGF9 immunohistochemical staining on the cross‐sections of human kidney tissues from healthy kidney from the donors who died from car accident (CON) (A) and damaged regions of the patients with DN (B). The panels shows FGF9 expression in renal glomerulus and tubule respectively. (B) Bar chart showing the comparison of mean optical density values of FGF9 immunohistochemical staining between CON and DN groups. Scale bar = 50 μm in A. ***p < 0.01.

**Data S1:** jcmm70856‐sup‐0002‐Supinfo.pdf.

## Data Availability

RNA sequencing (RNA‐seq) data were deposited in the National Center for Biotechnology Information GenBank (BioProject ID: GSE265918). The remaining data are available within the article and Supporting Information.

# Supplementary material for: Reduced FGF9 Leads to Kidney Injury Through Regulating Renal Tubular Epithelial Cell EMT in Diabetes
**Source:** J Cell Mol Med. 2025 Sep 22;29(18):e70856. doi: 10.1111/jcmm.70856
**Supplement:** Supplementary file 1 — Figure S1: FGF9 expressions in human kidney tissues. (A) FGF9 immunohistochemical staining on the cross‐sections of human kidney tissues from healthy kidney from the donors who died from car accident (CON) (A) and damaged regions of the patients with DN (B). The panels shows FGF9 expression in renal glomerulus and tubule respectively. (B) Bar chart showing the comparison of mean optical density values of FGF9 immunohistochemical staining between CON and DN groups. Scale bar = 50 μm in A. ***p < 0.01.

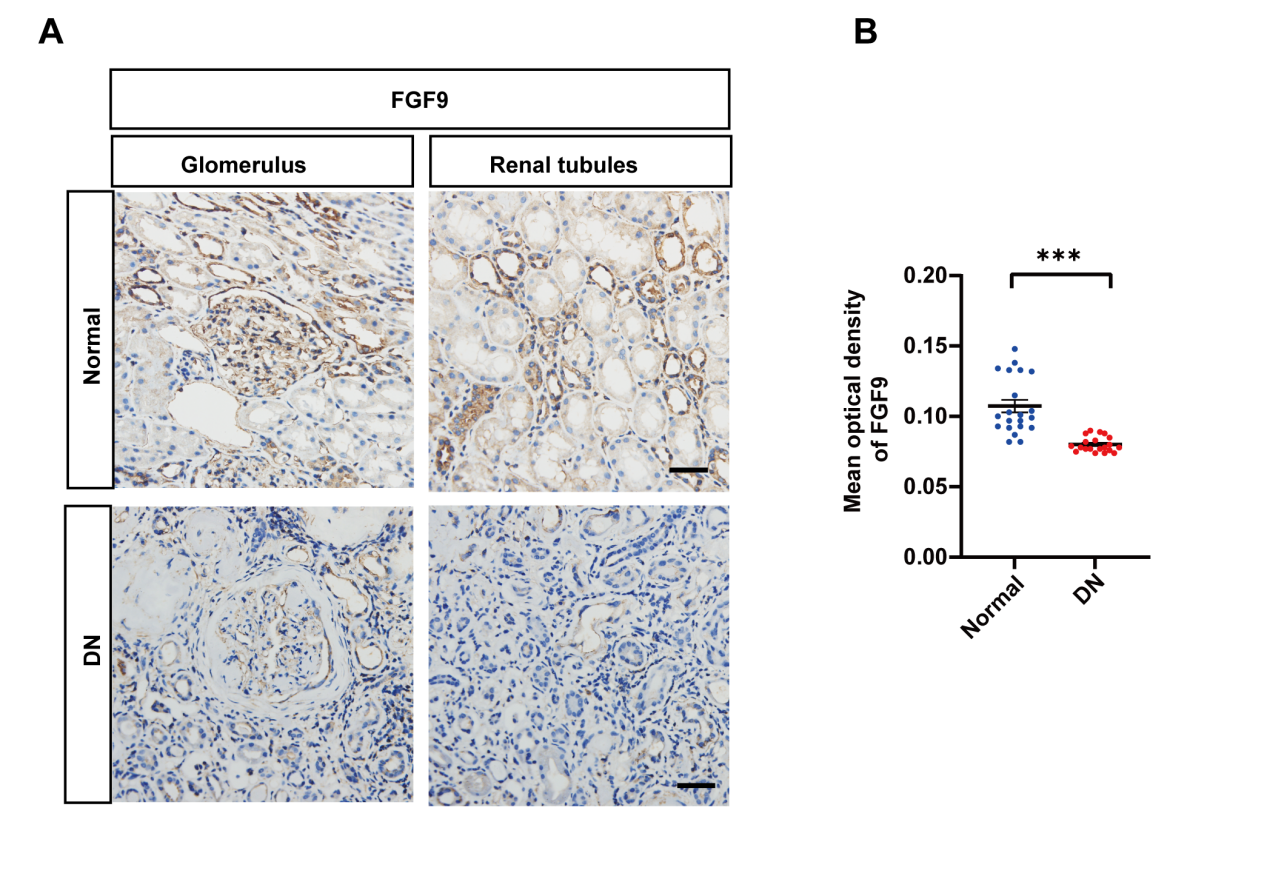

***Fig. S1. FGF9 expressions in human kidney tissues.***

**A:** FGF9 immunohistochemical staining on the cross-sections of human kidney tissues from healthy kidney from the donors who died from car accident (CON) (A) and damaged regions of the patients with DN (B). The pannels shows FGF9 expression in renal glomerulus and tubule respectively. **B:** Bar chart showing the comparison of mean optical density values of FGF9 immunohistochemical staining between CON and DN groups. Scale bar = 50 μm in A. ****P* < 0.01.

# Supplementary material for: Reduced FGF9 Leads to Kidney Injury Through Regulating Renal Tubular Epithelial Cell EMT in Diabetes
**Source:** J Cell Mol Med. 2025 Sep 22;29(18):e70856. doi: 10.1111/jcmm.70856
**Supplement:** Supplementary file 2 — Data S1: jcmm70856‐sup‐0002‐Supinfo.pdf.

## Supplementary Tables

**Supplementary Table 1. Primer sets used for RT-qPCR studies**

| Gene              | Forward primer           | Reverse primer           |
|-------------------|--------------------------|--------------------------|
| 18sRNA(m)         | ACACGGACAGGATTGACAGA     | GGACATCTAAGGGCATCACAG    |
| FGF9(m)           | GGGGAGCTGTATGGATCAGA     | GTGAATTTCTGGTGCCGTTT     |
| 18sRNA(h)         | TCAACTTTCGATGGTAGTCGCCGT | TCCTTGGATGTGGTAGCCGTTTCT |
| FGF9(h)           | CAGGCGGAGGCAGCTATAC      | CCTGGTTCCCTGGATAGTACC    |
| LOX(h)            | CCCTCCTGCTTCCTTTTCACA    | GAATGTCACAGCGCACAACA     |
| HIF1 $\alpha$ (h) | TCCAAGAAGCCCTAACGTGT     | TTTCGCTTTCTCTGAGCATTCTG  |
| THBS1 (h)         | GCTGGAAATGTGGTGCTTGTC    | CTCCATTGTGGTTGAAGCAGGC   |
| ITG $\beta$ 1(h)  | TGGGAAACTTGGTGGC         | CTCCTTGTAACAGGCTG        |
| ITGAV(h)          | GACAGTCCTGCCGAGTA        | CTGGGTGGTGTTTGCT         |

**Supplementary Table2. Antibodies for Immunohistochemistry staining**

| Antibody      | Concentration | Article Number | Company              | Country |
|---------------|---------------|----------------|----------------------|---------|
| FGF9          | 1:200         | sc-398730      | Santa Cruz           | CA      |
| FGF9          | 1:200         | DF-9532        | Affinity Biosciences | China   |
| $\alpha$ -SMA | 1:300         | ab5694         | Abcam                | UK      |
| FGFR1         | 1:100         | bs-0230R       | Bioss                | China   |
| FGFR2         | 1:100         | bs-0675R       | Bioss                | China   |
| FGFR3         | 1:100         | bs-1301R       | Bioss                | China   |
| FGFR4         | 1:100         | bs-0676R       | Bioss                | China   |

**Supplementary Table 3. Antibodies for Western blotting**

| Antibody       | Concentration | Article Number | Company     | Country |
|----------------|---------------|----------------|-------------|---------|
| FGF9           | 1:1000        | sc-398730      | Santa Cruz  | CA      |
| $\alpha$ -SMA  | 1:1000        | ab5694         | Abcam       | UK      |
| E-cadherin     | 1:3000        | ab231303       | Abcam       | UK      |
| TGF $\beta$ 1  | 1:1000        | 21898-1-AP     | Proteintech | USA     |
| $\beta$ -actin | 1:10000       | HRP-60008      | Proteintech | USA     |

**Supplementary Table 4. The statistical description and statistical results in Figure 1**

|        | Normal                | DN                   | Pvalue |
|--------|-----------------------|----------------------|--------|
| Fig.1K |                       |                      |        |
| FGF9   | 8.33 $\pm$ 0.63(n=14) | 7.80 $\pm$ 0.30(n=7) | 0.017  |

**Supplementary Table 5. The statistical description and statistical results in Figure S1**

|         | Normal                | DN                     | Pvalue  |
|---------|-----------------------|------------------------|---------|
| Fig.S1B |                       |                        |         |
| FGF9    | 0.11 $\pm$ 0.02(n=21) | 0.08 $\pm$ 0.005(n=20) | < 0.001 |

**Supplementary Table6. The statistical description and statistical results in Figure 2**

|                        | Contral         | DM               | Pvalue |
|------------------------|-----------------|------------------|--------|
| Fig.2B(n=10 per group) |                 |                  |        |
| 10 weeks               | 5.68±0.61       | 19.12±0.74       | <0.001 |
| 16 weeks               | 6.21±0.51       | 23.72±0.68       | <0.001 |
| 22 weeks               | 6.35±1.36       | 27.00±0.92       | <0.001 |
| Fig.2C                 | 7.42±2.64(n=7)  | 30.06±3.91(n=7)  | <0.001 |
| Fig.2D                 | 6.13±2.13(n=7)  | 73.00±25.87(n=7) | <0.001 |
| Fig.2F                 | 1.84±0.55(n=20) | 5.76±2.83(n=20)  | <0.001 |
| Fig.2G                 | 0.01±0.01(n=12) | 2.80±2.12(n=15)  | <0.001 |
| Fig.2I                 | 0.06±0.01(n=29) | 0.04±0.01(n=54)  | <0.001 |
| Fig.2J                 | 1.0±0.28(n=9)   | 0.42±0.43(n=9)   | 0.004  |
| Fig.2L                 | 1.66±1.00(n=21) | 0.71±0.21(n=18)  | <0.001 |

**Supplementary Table7. The statistical description and statistical results in Figure 3**

|        | Contral         | DM               | Pvalue |
|--------|-----------------|------------------|--------|
| Fig.3B | 0.07±0.02(n=15) | 0.15±0.02(n=15)  | <0.001 |
| Fig.3C | 0.25±0.05(n=15) | 0.17±0.02( n=15) | <0.001 |
| Fig.3D | 0.26±0.04(n=15) | 0.13±0.01(n=15)  | <0.001 |
| Fig.3E | 0.23±0.44(n=15) | 0.21±0.01(n=15)  | 0.178  |

**Supplementary Table8. The statistical description and statistical results in Figure 4**

|        | Contral         | DM              | Pvalue |
|--------|-----------------|-----------------|--------|
| Fig.4B | 0.34±0.29(n=7)  | 0.88±0.39(n=9)  | 0.009  |
| Fig.4C | 0.83±0.24(n=9)  | 1.28±0.36(n=9)  | 0.007  |
| Fig.4D | 1.07±0.38(n=9)  | 0.65±0.06(n=9)  | 0.01   |
| Fig.4F | 0.02±0.01(n=33) | 0.04±0.01(n=32) | <0.001 |

**Supplementary Table9. The statistical description and statistical results in Figure 5**

|        | NG              | Si-FGF9         | HG              | HG+OE-FGF9      | Pvalue |
|--------|-----------------|-----------------|-----------------|-----------------|--------|
| Fig.5B | 15.0±1.0(n=3)   | 46.0±5.57 (n=3) |                 |                 | <0.001 |
|        |                 |                 | 55.67±6.35(n=3) | 17.67±2.08(n=3) | <0.001 |
| Fig.5D | 43.52±5.81(n=4) | 57.51±2.34(n=3) |                 |                 | 0.018  |
|        |                 |                 | 59.22±5.14(n=7) | 26.73±9.98(n=6) | <0.001 |
| Fig.5F | 0.96±0.31(n=5)  | 0.42±0.30(n=5)  |                 |                 | 0.025  |
| Fig.5H | 0.60±0.16(n=4)  | 0.90±0.14(n=4)  |                 |                 | 0.027  |
| Fig.5J | 0.45±0.18(n=6)  | 0.78±0.10(n=6)  |                 |                 | 0.003  |

**Supplementary Table10. The statistical description and statistical results in Figure 7**

|        | Si-FGF9        | NG             | HG             | HG+OE-FGF9      | Pvalue |
|--------|----------------|----------------|----------------|-----------------|--------|
| Fig.7A |                | 1.0±0.32(n=3)  | 0.27±0.02(n=3) |                 | 0.017  |
|        | 0.03±0.19(n=3) | 1.0±0.32(n=3)  |                |                 | 0.06   |
|        |                | 1.0±0.32(n=3)  |                | 62.33±9.81(n=3) | <0.001 |
| Fig.7B |                | 0.90±0.16(n=3) | 4.01±0.10(n=3) |                 | <0.001 |
|        | 3.85±0.69(n=3) | 0.90±0.16(n=3) |                |                 | 0.002  |
|        |                |                | 4.01±0.10(n=3) | 0.27±0.03(n=3)  | <0.001 |
| Fig.7C |                | 0.86±0.02(n=3) | 3.52±0.06(n=3) |                 | <0.001 |
|        | 3.93±0.16(n=3) | 0.86±0.02(n=3) |                |                 | <0.001 |
|        |                |                | 3.52±0.06(n=3) | 0.48±0.18(n=3)  | <0.001 |
| Fig.7D |                | 0.54±0.12(n=3) | 5.73±0.19(n=3) |                 | <0.001 |
|        | 8.22±0.80(n=3) | 0.54±0.12(n=3) |                |                 | <0.001 |
|        |                |                | 5.73±0.19(n=3) | 0.35±0.46(n=3)  | <0.001 |
| Fig.7E |                | 0.94±0.08(n=3) | 3.63±0.20(n=3) |                 | <0.001 |
|        | 2.14±0.36(n=3) | 0.94±0.08(n=3) |                |                 | 0.005  |
|        |                |                | 3.63±0.20(n=3) | 0.51±0.06(n=3)  | <0.001 |
| Fig.7F |                | 0.93±0.07(n=3) | 5.07±0.69(n=3) |                 | <0.001 |
|        | 2.42±0.57(n=3) | 0.93±0.07(n=3) |                |                 | 0.011  |
|        |                |                | 5.07±0.69(n=3) | 0.29±0.06(n=3)  | <0.001 |

**Supplementary Table11. The statistical description and statistical results in Figure 7**

|               | <b>Contral</b> | <b>DM</b>      | <b>Pvalue</b> |
|---------------|----------------|----------------|---------------|
| Fig.7G        |                |                |               |
| LOX           | 0.83±0.09(n=3) | 2.51±0.12(n=3) | < 0.001       |
| HIF1 $\alpha$ | 0.84±0.1(n=3)  | 1.19±0.10(n=3) | 0.012         |
| ITG $\beta$ 1 | 0.73±0.28(n=3) | 0.34±0.01(n=3) | 0.001         |
| THBS1         | 0.87±0.15(n=3) | 1.44±0.05(n=3) | 0.003         |
| TGF $\beta$ 2 | 0.75±0.20(n=3) | 2.50±0.41(n=3) | 0.003         |

## Supplementary Figures

### Supplementary Fig.2

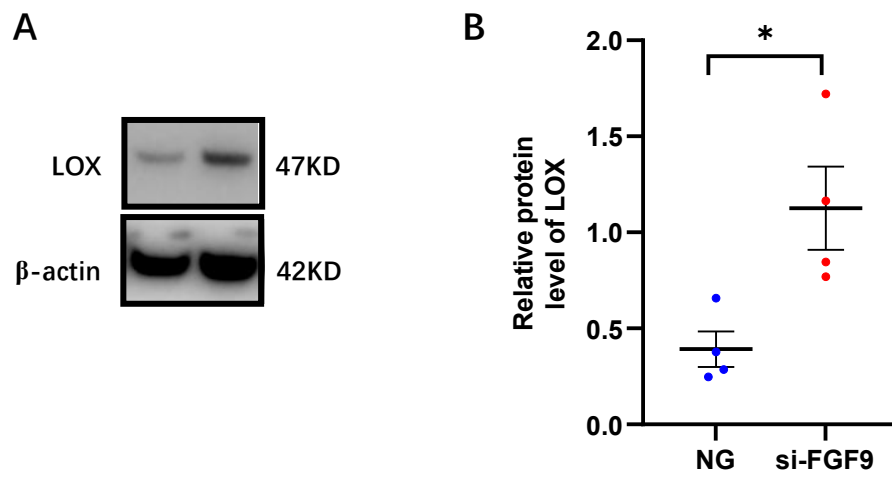

Supplementary Fig.2. LOX protein expression level in HK2 cells of NG and si-FGF9.

How the deposited data were processed for this re-analysis (not part of the article)

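RNA from HK2 cells was sequenced in 12 libraries, 3 each of NG, HG, si-FGF9 and HG + OE-FGF9, grouped by the sample labels and the methods of the paper. The labels and the methods give NG and si-FGF9 5.5 mM glucose and HG and HG + OE-FGF9 50 mM. The results section describes the NG medium differently, as one with mannitol. The values were deposited by the authors as TPM, scaled to the same sum within each library and given to 2 decimals, for 62703 Ensembl gene identifiers. The text of the paper names no aligner, quantification tool, genome build or annotation for them, and no tool for the differential analysis. TPM keep no record of depth, so that the depth of each library, and the counting error it brings, is unknown. The precision of each value was judged from the spread of the 3 libraries alone.

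The tests had been planned for counts. Since the values are TPM, the test named for that case was used, limma 3.58.1 in R 4.3.3, on log2(TPM + 1) with an empirical Bayes trend of the variance on the mean. All 12 libraries entered one fit with the group as the only term. Genes with a TPM of at least 1 in 3 or more libraries were tested, which left 14639. A differentially expressed gene had a log2 fold change of at least 1 in either direction and an unadjusted p under 0.01, as in the paper, and Benjamini-Hochberg adjusted p were computed beside it. The comparisons were HG versus NG, si-FGF9 versus NG and HG + OE-FGF9 versus HG, and for the closing section HG + OE-FGF9 versus NG and si-FGF9 versus HG. The fit was checked on simulated values with 200 changed genes among 13933 tested for HG versus NG, where 100% of the changed genes and 0.35% of the others were called. With a GC trend added to the simulated values, 43.0% of the unchanged genes were called for HG versus NG, and 0.426% after the correction for GC content. The changed genes were drawn from the better expressed ones, their simulated changes lay past the threshold, and the noise was independent between genes. The added GC trend was the same in every library of a group, unlike in the real HG libraries. These shares therefore do not measure the power or the false calls in the real data.

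Of the 62703 identifiers, 62625 were matched to the gene annotation, and 42300 have a symbol. GC content and length were taken from the longest transcript of each gene in GENCODE release 29 on GRCh38, which gave values for 96.9% of the genes tested. The build used by the authors may differ. The correction for GC content subtracted from each library a natural spline with 5 degrees of freedom, fitted to the deviations of its genes from their means over all libraries. It also removes the overall shift of a library, and adds spurious differences to genes listed at 0.

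The genes named in the text are the 21 that the paper names for HK2 cells and, in each comparison, the 3 with the largest log2 fold change in each direction among the differentially expressed genes with an adjusted p under 0.05, a symbol, a mean TPM of at least 1 and no overlap between the groups. Of the 21 genes, CDH1 did not reach the minimum TPM and was not tested. The 6 marker lists (epithelial, mesenchymal, hypoxia, interferon, hyperosmotic and integrated stress) were written before the data were examined, and a list of immediate early genes after. The marker lists were tested with camera, at a preset correlation of 0.01 between genes, and with fry, and adjusted over 18 pairs of list and comparison. Overlaps were compared with 100 simulations of unchanged groups, drawn from the residuals of whole libraries with random signs.

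The alternatives set before the data were examined were no filter on low values, a fit on the 6 libraries of each comparison, the replicate number as a block, a p under 0.05, an adjusted p under 0.05, a pseudocount of 0.1, and each library left out in turn. Scaling by the median of ratios, quantile normalization, TPM without mitochondrial genes, a TPM of at least 1 in all 12 libraries, the corrections for GC content and length, and a fit without the variance trend were chosen after the data were seen. The enrichment of GO and KEGG terms and the selection of EMT-related genes were not repeated, since their gene sets were not available.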

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

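The test of single libraries in this part was chosen only after the result was seen, and the test of histone genes before its result was seen.

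Small nuclear and nucleolar RNAs, which the paper does not discuss, gave a signal in the HG + OE-FGF9 libraries above that of the other groups. The genes tested include 68 of them, of which 31 are small nuclear, 28 small nucleolar and 9 small Cajal body RNAs. The median deviation of these genes from their mean over the 12 libraries, in log2(TPM + 1), was 4.25, 3.27 and 1.00 in HG + OE-FGF9 replicates 1, 2 and 3, and between -1.26 and -1.03 in the other 9 libraries. Their summed TPM was 15896, 15933 and 4868.6 in HG + OE-FGF9, and at most 640.6 elsewhere. Compared with HG, 56 of the 68 genes were higher in HG + OE-FGF9, 30 of them as differentially expressed genes, and 1 was lower by the same criteria. These genes are short, and at an unknown depth a high TPM can rest on few reads.

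Different handling of 1 or 2 of these libraries was argued against, since the lowest HG + OE-FGF9 median lay 2.03 above the highest median of the other 9 libraries, although replicate 3 was far below the others of its group. A candidate explanation is a library preparation that kept RNA without a poly(A) tail in all 3 HG + OE-FGF9 libraries. The mRNA of replication-dependent histone genes has no poly(A) tail either. Of 35 such genes, 25 were higher in HG + OE-FGF9 than in HG, 10 as differentially expressed genes, and 1, H4C12, was lower by the same criteria. Their median log2 fold change of 0.38 was at percentile 100 of 10000 random lists matched on expression and GC content, which is consistent with such a preparation. An effect of FGF9 overexpression or of the vector on these RNAs remains open and was not tested, because all 3 libraries with the FGF9 vector are in this group. The preparation of each library is not given in the sample labels.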

How the results depend on the processing

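The scalings of TPM, the filter on all 12 libraries, the corrections for GC content and length and the fit without the variance trend were chosen only after the data were seen, and the other alternatives were set before the data were examined. The alternatives planned for counts (other normalizations of counts, another count model and filters on counts) were not run, since TPM hold no counts. With the depth unknown, differences at low TPM cannot be told from counting error.

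With FGF9 left out of the check, no gene or marker list named in the text changed sign while past its threshold in either setting. FGF9 is listed at 0 in NG, HG and si-FGF9. The correction for GC content gave it spurious log2 fold changes of 1.09 in HG versus NG and 1.63 in si-FGF9 versus NG. The 5 core genes were lower in HG versus NG, si-FGF9 versus NG and HG + OE-FGF9 versus HG in all alternatives run. The balance of higher and lower genes did turn over. For HG + OE-FGF9 versus HG, 430 higher and 391 lower genes became 482 and 502 with an unadjusted p under 0.05, 479 and 694 with a pseudocount of 0.1, 430 and 929 without HG replicate 2, 471 and 1027 without HG + OE-FGF9 replicate 3 and 114 and 314 with a TPM of at least 1 in all 12 libraries. For si-FGF9 versus HG, 205 and 1415 became 686 and 415 with median-of-ratios scaling and 530 and 347 with quantile normalization. With the correction for GC content, alone, with length and with the block, they became 474 and 357, 436 and 337, and 459 and 338. In the same order, 242 and 3328 for HG versus NG became 536 and 434, 402 and 347, and 535 and 433, and 785 and 6181 for si-FGF9 versus NG became 1751 and 1701, 1485 and 1332, and 1733 and 1693. For HG + OE-FGF9 versus NG, 1026 and 4792 became 1349 and 1326 with GC content and length. The cause of the changes that follow was not tested unless it is stated.

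Among the alternatives set beforehand, the number of common genes, 170, became 89 with only the 6 libraries of each comparison, 258 with an unadjusted p under 0.05 and 308 with a pseudocount of 0.1. The number that rose in HG and si-FGF9 and fell in HG + OE-FGF9, or the opposite, 17, became 11 without a filter and 35 with a pseudocount of 0.1. With this pseudocount the differentially expressed genes between si-FGF9 and HG rose from 1620 to 2719. With the replicate number as a block there were 3518, 6922 and 793 differentially expressed genes in the 3 comparisons and 150 in common. The block is reported here alone, because the numbers do not pair the libraries: in 18 pairs of libraries with the same number, the correlation of their deviations ran from -0.44 to 0.25 and was above 0.1 in 3.

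Across the fits that each left out 1 library, which have fewer samples, the numbers ran from 2240 (without HG replicate 2) to 4744 (without HG replicate 3) for HG versus NG, from 435 (without HG + OE-FGF9 replicate 2) to 1498 (without HG + OE-FGF9 replicate 3) for HG + OE-FGF9 versus HG, and from 1053 (without HG replicate 1) to 2566 (without HG replicate 2) for si-FGF9 versus HG. Those in common ran from 78 (without HG + OE-FGF9 replicate 1) to 557 (without HG + OE-FGF9 replicate 3), and those of the opposite pattern from 6 (without HG replicate 2) to 62 (without HG replicate 3). In HG + OE-FGF9 versus HG, HIF1A ran from -1.73 (without HG replicate 2, where it passed the criteria) to -0.48, and ITGB1 from -1.84 to -0.95, passing without HG replicate 2 and, at -1.80, without HG + OE-FGF9 replicate 3.

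Among the added alternatives, median-of-ratios scaling gave 111 common genes and an ITGB1 log2 fold change of -1.21 in HG + OE-FGF9 versus HG, which then passed the criteria. Quantile normalization gave 2236 genes for HG versus NG, 877 for si-FGF9 versus HG and -1.35 for ITGB1, which passed. With a TPM of at least 1 in all 12 libraries, fewer genes were tested, with 2370 for HG versus NG, 428 for HG + OE-FGF9 versus HG, 3825 for HG + OE-FGF9 versus NG and 7 of the opposite pattern, and ITGB1 passed at -1.35.

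The correction for GC content removed the trend with GC content by construction. It gave 970, 3452, 3274 and 831 genes for HG versus NG, si-FGF9 versus NG, HG + OE-FGF9 versus NG and si-FGF9 versus HG, and 61 in common. LOX no longer passed, at -0.50, -0.40 and -0.91 in the 3 comparisons, and ITGB1 passed in HG + OE-FGF9 versus HG at -1.05. Adding length gave 749, 2817, 2675 and 773 genes and 41 in common. LOX was then at -0.38, -0.24 and -0.83, THBS1 no longer passed at -0.78 in HG and -0.75 in si-FGF9, and ITGB1 passed at -1.001. The block with the correction for GC content gave 968, 3426, 3249 and 797 genes and 63 in common, with the values of LOX and ITGB1 as under the correction alone.

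Without a filter, the hypoxia and interferon lists were lower in si-FGF9 than in NG relative to all genes (-1.14 and -1.28), and the mesenchymal list in HG + OE-FGF9 than in HG (-0.34), each with an adjusted p from camera under 0.05, unlike with the filter. Quantile normalization did the same for hypoxia in si-FGF9 (-0.94), and the corrections for GC content (-0.34) and for GC content and length (-0.28) for the mesenchymal list in HG + OE-FGF9. With 1 library left out, the latter ran from -0.33 to -0.15, under this threshold without HG replicate 3 and without HG + OE-FGF9 replicates 1 or 2.

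Of 60 results for single genes outside the core panel, 4 changed in the alternatives set beforehand with all libraries (2 cases weaker, 2 stronger), 7 when a library was left out (10 cases weaker, 6 stronger) and 13 in the added alternatives (26 cases weaker, 8 stronger), a case being a result in 1 setting.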

Differences from the paper's values

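The paper's Fig. 6D, read by eye, gives about 1200 differentially expressed genes for HG versus NG, about 2800 for si-FGF9 versus NG and about 240 for HG + OE-FGF9 versus HG, against 3570, 6966 and 821 here. The paper's number of common genes is 49, against 170 here. None of the alternatives set before the data were examined closed these gaps. With the correction for GC content, chosen after seeing the values, there were 970 for HG versus NG, 3452 for si-FGF9 versus NG and 61 in common. With GC content and length, also chosen after seeing the values, there were 2817 for si-FGF9 versus NG and 41 in common, and with the block and the correction for GC content 968, 3426 and 63. For HG + OE-FGF9 versus HG no setting reached the paper's value.

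The paper's RT-qPCR values in Table S10, as log2 ratios, have the opposite sign in HG versus NG and si-FGF9 versus NG. They were measured by another assay. The error in Table S10 is read as an SD, since the paper's section on statistics gives data as mean ± SD. The panels of Fig. 7 were assigned to genes by their axis labels, while the legend lists the genes in another order. The signs do not depend on this order, but the comparison of HIF1A below does. In HG versus NG the paper's log2 ratios are 2.16 for ITGB1, 2.03 for HIF1A, 3.41 for LOX, 1.95 for TGFB2 and 2.45 for THBS1, against -2.20, -2.43, -1.55, -2.44 and -1.62 here. In si-FGF9 versus NG the paper's are 2.10, 2.19, 3.93, 1.19 and 1.38, against -3.05, -3.59, -1.99, -3.61 and -2.03. In HG + OE-FGF9 versus HG the paper's are -3.89, -2.87, -4.03, -2.83 and -4.13, against -1.35, -1.14, -1.22, -1.57 and -1.70, with the same sign. A gap was called closed when it lay within the larger of the paper's error and the spread of the libraries here. Among the alternatives set before the data were examined, this held only for HIF1A in HG + OE-FGF9 versus HG. It held without HG replicate 2 (-1.73) and without HG + OE-FGF9 replicate 3 (-1.49). The larger error was the spread of all libraries of these groups, 1.39, against 0.542 for the paper's ratio. Neither value lay within the paper's own error, and no alternative closed the other gaps.

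The paper counts all 12 ERGs among the common genes. Here 8 passed in all 3 comparisons. The number was 10 with an unadjusted p under 0.05 and without HG replicate 2, and 11 with median-of-ratios scaling or quantile normalization, both chosen after seeing the values. It was 9 without HG + OE-FGF9 replicate 3, and 7 with only the 6 libraries of each comparison, without HG replicate 1 and without HG + OE-FGF9 replicate 1 or 2. Among the settings chosen after seeing the values it was also 9 with the filter on all 12 libraries, 6 with the correction for GC content, with or without the block, and 4 with GC content and length. The paper's core panel is drawn from those genes, while HIF1A and ITGB1 did not pass in HG + OE-FGF9 versus HG here. CA9 and LOXL1 did not pass in HG versus NG, nor LOXL1 in si-FGF9 versus NG. In HG versus NG both passed without HG replicate 3, and with these 2 scalings LOXL1 passed in both comparisons and CA9 in HG versus NG. HIF1A and ITGB1 both passed with an unadjusted p under 0.05 and without HG replicate 2, and ITGB1 also passed without HG + OE-FGF9 replicate 3 and, among the settings chosen after seeing the values, with median-of-ratios scaling, quantile normalization, the filter on all 12 libraries and each correction for GC content.

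The paper states that the mRNA of the core genes rose in HG and si-FGF9, while here all 5 were lower than in NG. In Fig. 6C the extreme points lie on the negative side, while here the log2 fold changes for HG + OE-FGF9 versus HG ran from -4.97 to 10.30.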

Other observations

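The tests of the GC pattern across groups and single libraries, of the GC trend behind the core genes, of the exchanged labels, of the shared NG libraries, of the reversal by FGF9 overexpression and of the GC trend behind FOS, FOSB and EGR1 were chosen only after the results were seen.

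As a check on the numbers of differentially expressed genes, the 6 libraries of each comparison were split in the 10 possible ways. The real split gave the most genes for HG versus NG, si-FGF9 versus NG, HG + OE-FGF9 versus NG and si-FGF9 versus HG, so that 1 of the 10 splits gave as many (1, 1, 1 and 1 splits). For HG + OE-FGF9 versus HG, 2 of 10 splits gave as many, since the split with HG replicates 1 and 3 and HG + OE-FGF9 replicate 3 on one side gave 974 genes against 821. With 10 splits the share cannot fall under 0.1. The other splits mix libraries of both groups, so that a difference between the groups widens their spread and lowers their numbers. The largest number from another split was 167 against 3570 for HG versus NG, 25 against 6966 for si-FGF9 versus NG, 57 against 5818 for HG + OE-FGF9 versus NG and 508 against 1620 for si-FGF9 versus HG. The simulations of unchanged groups gave at most 599 genes for HG versus NG. For HG + OE-FGF9 versus HG, random differences between libraries cannot be told apart from the groups by this count. HG + OE-FGF9 versus NG had 5818 differentially expressed genes (1026 higher, 4792 lower) and si-FGF9 versus HG had 1620 (205 higher, 1415 lower), but these balances depended on the scaling. They became 2092 higher and 2987 lower, and 686 higher and 415 lower, with median-of-ratios scaling, and 1599 and 1675, and 474 and 357, with the correction for GC content. Of the genes tested, 57.24% in HG versus NG, 76.42% in si-FGF9 versus NG and 22.11% in HG + OE-FGF9 versus HG had groups that did not overlap, where chance gives 10%.

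Genes of low GC content were lower, relative to those of high GC content, in HG, si-FGF9 and HG + OE-FGF9 than in NG. With the genes in 10 bins by GC content, the median deviation of the highest bin minus that of the lowest bin was -1.38 ± 0.239 (SD, n = 3) in NG, 0.16 ± 0.683 in HG, 0.64 ± 0.291 in si-FGF9 and 0.57 ± 0.243 in HG + OE-FGF9. High glucose as the only cause is argued against, since si-FGF9 at 5.5 mM glucose lay 2.02 above NG. Low FGF9 as the only cause is argued against, since HG + OE-FGF9 lay 1.95 above NG. A GC bias of single libraries without regard to their group is argued against as the whole cause, since the lowest of the other 9 libraries lay 0.667 above the highest NG library, although the values within HG ran from -0.51 to 0.85. A GC bias from library preparation or sequencing that differs between the groups may be the cause and was not tested, since no batch is given. Whether the transfections changed transcripts of low GC content is untested. After the correction of the GC trend 970, 3452 and 739 genes passed, where 1% of the genes tested is 141.9. Whether the trend is the whole cause of these numbers cannot be told from the numbers alone. Unchanged groups gave at most 599 for HG versus NG, and other splits at most 25 for si-FGF9 versus NG. Both were found before the correction, and the other splits give low numbers because they mix the groups. For HG + OE-FGF9 versus HG, another split gave 974 before the correction. The correction also adds spurious differences to genes listed at 0, which were not counted apart.

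The 5 core genes were lower in HG and si-FGF9 than in NG. For HIF1A, TGFB2 and ITGB1 the GC trend as the whole cause is argued against, since all 3 passed the criteria after its correction, the smallest fall in HG being -1.16, and still passed with length added. For LOX and THBS1 it cannot be told apart from a change of these genes. LOX no longer passed after the correction, at -0.40 in si-FGF9, and THBS1 passed at -1.05 in HG and -1.06 in si-FGF9, but not with length added (-0.78 and -0.75). With swapped HG and NG labels, the 5 genes would be higher in HG than in NG, but 0 of them would be higher in both HG and si-FGF9. With swapped si-FGF9 and NG labels, 5 of the 5 genes would be higher in both by sign. The increase in HG would then rest on si-FGF9 versus HG, where only TGFB2 passed the criteria (log2 fold change -1.17). LOX, HIF1A, THBS1 and ITGB1, at -0.44, -1.17, -0.41 and -0.85, did not pass. Neither exchange can be told apart from the labels as given, because FGF9, the gene that should separate these groups, is listed at 0 in all 9 libraries.

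The overlap between HG versus NG and si-FGF9 versus NG was 3420 genes. Unchanged groups that shared the NG libraries gave at most 37 in 100 simulations, which hold only random differences between libraries. A difference of all 3 NG libraries from the other groups, as in the GC pattern or in FOS and EGR1, would enter both comparisons. It was not simulated, so that the shared NG libraries remain open as a cause of the overlap. The correlation of the log2 fold changes across genes, 0.86, lay within the range of the simulations (-0.41 to 0.93), and genes are not independent replicates. Most of the high glucose changes did not have the opposite sign after FGF9 overexpression. Of the genes that differed between HG and NG, 14.7% had the opposite sign in HG + OE-FGF9 versus HG. Over the alternatives run the share was 12.5% to 26.4%, and with 1 library left out 8.39% (without HG replicate 2) to 40.3% (without HG replicate 3), so that it was under 50% in all of them but depended on single HG libraries. Simulations of unchanged groups decide nothing here, since their shares ran from 0% to 100%. The GC trend had the same direction in both comparisons and could set these signs, and the share was 25.9% after its correction. A different preparation of the HG + OE-FGF9 libraries could set them as well. Whether FGF9 overexpression reversed some or most of the changes therefore remains open. Among the common genes, 17 had the opposite sign in that comparison.

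FOS, FOSB and EGR1 had between 52.93 and 275.85 TPM in the NG libraries and at most 7.17 TPM in the other 9. The GC trend as the whole cause is argued against, since the smallest fall of the 3 genes in HG versus NG was -5.18 after its correction. These are immediate early genes, whose transcription rises within minutes of stimulation. A candidate explanation is a stimulated or handled state of the NG cells when RNA was taken. Of 20 other immediate early genes, on a list written after these 3 were seen, 20 were lower in HG and 20 in si-FGF9, and their median in HG versus NG was at percentile 0 of 10000 random lists matched on expression and GC content, which is consistent with it. Lasting repression of these genes in the other 3 groups remains open and was not tested.

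Of the 18 pairs of marker list and comparison, camera called 3, all in HG + OE-FGF9 versus HG. With fry, which tests against no change and not relative to other genes, 16 of the 18 pairs had an adjusted p under 0.05, these 3 included. For the hypoxia and interferon lists, which were lower, fry therefore does not set the change apart from the general shift of the genes. The integrated stress list was higher, with a median log2 fold change of 1.06 (adjusted p = 0.00042 from fry) against -0.13 for all genes. Relative to the median of all genes, the hypoxia list was at -0.80 (lower in 19 of 19 genes, adjusted p = 5.04e-07), the interferon list at -0.999 (lower in 18 of 19, adjusted p = 5.04e-07) and the integrated stress list at 1.19 (lower in 1 of 10, adjusted p = 0.00015). The mesenchymal list was at -0.24 (adjusted p = 0.077) and the epithelial list at -0.20 (adjusted p = 0.87). In HG versus NG the epithelial, mesenchymal, hypoxia, interferon, hyperosmotic and integrated stress lists were at -0.24, -0.40, -0.23, -0.21, -0.64 and 0.11, and in si-FGF9 versus NG at 0.53, -0.20, -0.52, -0.60, 0.01 and 0.14. The hyperosmotic list was at -0.12 in HG + OE-FGF9 versus HG. None of these 12 pairs with NG had an adjusted p under 0.05 from camera.

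CDH1 had at most 0.28 TPM in every library and was not tested. TGFB1 had 78.5 ± 8.01 TPM (SD, n = 3) in NG, 100.6 ± 13.4 in HG, 155 ± 7.46 in si-FGF9 and 91.4 ± 2.46 in HG + OE-FGF9. ACTA2 had 3.53 ± 0.0755, 4.24 ± 1.68, 2.08 ± 0.690 and 3.00 ± 0.632 TPM in the same order, and ITGAV 100.9 ± 11.5, 22.7 ± 9.84, 11.6 ± 3.29 and 8.65 ± 3.94. Of the receptors, again in the same order, FGFR1 had 15.4 ± 1.36, 7.74 ± 1.01, 4.13 ± 0.0586 and 5.89 ± 1.32 TPM, FGFR2 had 9.38 ± 0.908, 4.13 ± 1.33, 2.60 ± 0.494 and 1.70 ± 0.280, FGFR3 had 5.03 ± 0.480, 4.70 ± 0.122, 4.78 ± 0.270 and 2.19 ± 0.349, and FGFR4 had 12.4 ± 1.32, 11.9 ± 1.37, 8.36 ± 1.40 and 8.09 ± 2.71.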
